# Reproducing the dopamine pathophysiology of schizophrenia and approaches to ameliorate it: a translational imaging study with ketamine

**DOI:** 10.1038/s41380-020-0740-6

**Published:** 2020-05-07

**Authors:** Michelle Kokkinou, Elaine E. Irvine, David R. Bonsall, Sridhar Natesan, Lisa A. Wells, Mark Smith, Justyna Glegola, Eleanor J. Paul, Kyoko Tossell, Mattia Veronese, Sanjay Khadayate, Nina Dedic, Seth C. Hopkins, Mark A. Ungless, Dominic J. Withers, Oliver D. Howes

**Keywords:** Schizophrenia, Neuroscience

## Abstract

Patients with schizophrenia show increased striatal dopamine synthesis capacity in imaging studies. The mechanism underlying this is unclear but may be due to N-methyl-D-aspartate receptor (NMDAR) hypofunction and parvalbumin (PV) neuronal dysfunction leading to disinhibition of mesostriatal dopamine neurons. Here, we develop a translational mouse model of the dopamine pathophysiology seen in schizophrenia and test approaches to reverse the dopamine changes. Mice were treated with sub-chronic ketamine (30 mg/kg) or saline and then received in vivo positron emission tomography of striatal dopamine synthesis capacity, analogous to measures used in patients. Locomotor activity was measured using the open-field test. In vivo cell-type-specific chemogenetic approaches and pharmacological interventions were used to manipulate neuronal excitability. Immunohistochemistry and RNA sequencing were used to investigate molecular mechanisms. Sub-chronic ketamine increased striatal dopamine synthesis capacity (Cohen’s *d* = 2.5*)* and locomotor activity. These effects were countered by inhibition of midbrain dopamine neurons, and by activation of PV interneurons in pre-limbic cortex and ventral subiculum of the hippocampus. Sub-chronic ketamine reduced PV expression in these cortical and hippocampal regions. Pharmacological intervention with SEP-363856, a novel psychotropic agent with agonism at trace amine receptor 1 (TAAR1) and 5-HT_1A_ receptors but no appreciable action at dopamine D_2_ receptors, significantly reduced the ketamine-induced increase in dopamine synthesis capacity. These results show that sub-chronic ketamine treatment in mice mimics the dopaminergic alterations in patients with psychosis, that this requires activation of midbrain dopamine neurons, and can be ameliorated by activating PV interneurons and by a TAAR1/5-HT_1A_ agonist. This identifies novel therapeutic approaches for targeting presynaptic dopamine dysfunction in patients with schizophrenia and effects of ketamine relevant to its therapeutic use for  treating major depression.

## Introduction

Schizophrenia is a severe mental disorder and a significant global health burden, highlighting the need to better understand its neurobiology in order to develop improved treatments [1]. Dopaminergic hyperactivity in the striatum is thought to underlie the symptoms of schizophrenia, particularly psychosis [2–5]. Supporting this, 3,4-dihydroxy-6-^18^F-fluoro-l-phenylalanine ([^18^F]-FDOPA) positron emission tomography (PET) imaging studies have revealed higher striatal dopamine synthesis capacity in patients with schizophrenia [6–9]. Furthermore, increased dopamine synthesis capacity is associated with both the development of psychosis [10] and the severity of symptoms [11]. Currently available antipsychotics are all dopamine receptor blockers, which are inadequate and poorly tolerated in many patients, and do not address the mechanism underlying the dopamine dysfunction [12, 13]. In addition to dopaminergic dysfunction, the glutamate hypothesis of schizophrenia has developed from the observations that N-methyl-D-aspartate receptor (NMDAR) antagonists such as ketamine induce psychotic symptoms in healthy humans and exacerbate symptoms in patients [14, 15]. Furthermore, schizophrenia is associated with a reduction in parvalbumin (PV)-expressing GABAergic interneurons, which are regulated by NMDARs in the cortex and hippocampus [16–18]. It has been suggested that impaired PV neuronal function in the cortex and hippocampus may lead to disinhibition of mesostriatal dopamine neuron activity via a polysynaptic pathway [19]. However, it is not clear if it is possible to develop a pre-clinical model of the increased dopamine synthesis capacity seen in patients using an NMDAR antagonist, and whether it is possible to reverse this by targeting PV-expressing interneurons or other mechanisms.

To address this, we tested the effect of sub-chronic ketamine administration on dopamine synthesis capacity in mice using the same [^18^F]-FDOPA PET imaging technique that previously demonstrated elevation in dopamine synthesis capacity in patients [6–9], and also tested the potential of activating PV-interneurons to reverse the effects of ketamine on striatal dopamine synthesis capacity. We also tested the translational potential of a novel psychotropic agent, SEP-0363856 (SEP-856), to reverse striatal dopaminergic alterations based on evidence that it inhibits ventral tegmental area (VTA) neuronal firing [20]. Our objective was to develop a chemogenetics/PET approach that is translationally relevant and provides novel insights into the pathophysiology of schizophrenia.

## Methods and materials

All experiments were approved by the UK Home Office under the Animal (Scientific Procedures) Act (ASPA) 1986 and Regulation 7 of the Genetically Modified Organisms (Contained Use) Regulations 2000. All procedures were performed in accordance with the ASPA 1986 and EU directive 2010/63/EU as well as being approved by Imperial College Animal Welfare and Ethical Review Body.

### Subjects

Male mice were 6–8 weeks of age at the time of stereotaxic surgeries and 8–10 weeks of age at the start of the experiments. C57BL/6 wild-type, dopamine transporter (DAT) Cre *(DAT::Cre)* and parvalbumin (PV) Cre *(PV::Cre)* mice maintained on a C57BL/6 background were used.

### Sub-chronic ketamine regime

Ketamine hydrochloride solid (Sigma-Aldrich) was dissolved in 0.9% saline solution to 6 mg/ml and injected at a volume of 5 ml/kg of body weight, thus administered at a dose of 30 mg/kg (i.p) once daily for 5 consecutive days (Fig. 1a, Supplementary Figs. 1a, 2a, 3a, 4) [21]. Control mice received an equivalent volume of 0.9% saline vehicle.

**Fig. 1:**
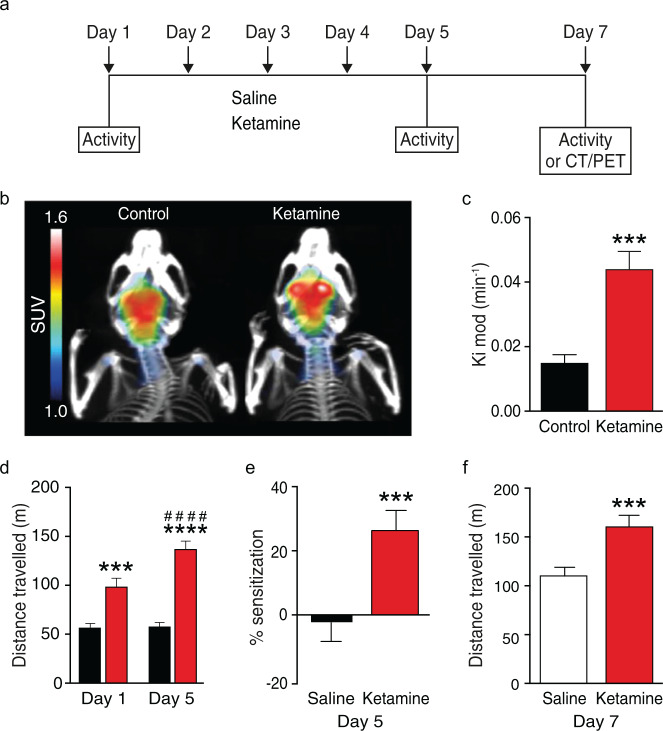
Sub-chronic ketamine increases dopamine synthesis capacity and locomotor activity. **a** Schematic showing the drug treatment schedule used to study the effect of sub-chronic ketamine administration on striatal dopamine synthesis capacity and locomotor activity in the mouse. **b** [^18^F]-FDOPA PET brain image coregistered to a computed tomography (CT) scan demonstrating high signal to noise ratio in striatal uptake from representative mice treated with saline or ketamine, and showing increased uptake in ketamine-treated mice. Standardised uptake value (SUV) is presented as summed activity over the timeframe (20–90 min) used to measure dopamine synthesis capacity. **c** Striatal dopamine synthesis capacity (*K*_i_^*mod*^/min) is significantly increased in the ketamine-treated (*n* = *8*) group versus control (*n* = *7*) group (***P < 0.001, two-tailed, Cohen’s *d* = 2.5, *t*_13_ = 4.74). **d** Total distance travelled during 30 min post drug administration. There was a significant effect of group (*F*_(1, 26)_ = 46.21, *P* < 0.0001), day (*F*_(1, 26)_ = 23.27, *P* < 0.0001) and group × time interaction (*F*_(1, 26)_ = 20.79, *P* < 0.001; Bonferroni post hoc (asterisks indicate *p*-values for saline vs ketamine on the same day; hash indicates *p*-values for day 1 vs day 5), showing that ketamine induces hyperlocomotion. **e** Sub-chronic ketamine induces locomotor sensitisation (***P < 0.001). **f** Locomotor sensitization is sustained following a 2-day washout of ketamine. Ketamine induced significantly higher locomotor activity in mice that had received sub-chronic ketamine as compared with mice that had received saline for 5 days (***P < 0.001). Data represent mean ± S.E.M. ****P < 0.0001; *** *P* < 0.001; #### *P* < 0.0001. PET positron emission tomography, CT computed tomography.

### Chemogenetics model

In *DAT::Cre* mice adeno-associated virus (AAV) vectors were stereortaxically targeted to the ventral tegmental area (VTA: anteroposterior [AP] −3.15 mm, mediolateral [ML] ±0.40 mm, dorsoventral [DV] −4.30 mm) and the substantia nigra pars compacta (SNc: AP −3.15 mm, ML ±1.50 mm, DV −4.30 mm) (Fig. 2b). In *PV::Cre* mice viruses were stereotaxically injected in pre-limbic cortex (PLc: AP +1.94, ML ±0.45, DV −2.20) and in the ventral subiculum (vSub) of the hippocampus (vSub: AP −3.20, ML ±2.80, DV −4.30) (Figs. 3a, 4b, Supplementary Fig. 5). Both the PLc and vSub regions were targeted concurrently for the following reasons. In schizophrenia there are deficits in PV interneuron markers in both the prefrontal cortex and in the hippocampus [16, 22–25]. In addition, acute and chronic ketamine administration is associated with deficits in PV interneuron markers in both regions [16, 17, 26–29]. The needle was left in place for 3 min post injection. Following injections, the wound was sutured (Mersilk, 3–1 Ethicon). Two weeks following the surgeries, clozapine N-oxide (CNO) (0.1 and 0.5 mg/kg, i.p) or saline was administered 30 min before the injection of ketamine or saline (Figs. 2a, 4a). See Supplementary Methods for further details.

**Fig. 2:**
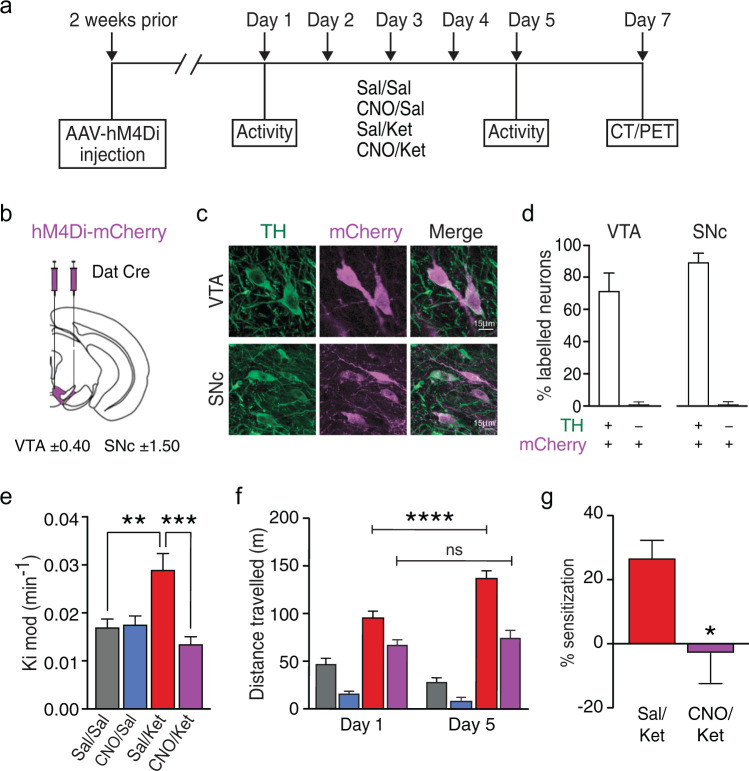
Midbrain dopamine neuron firing is necessary for ketamine-induced increases in dopamine synthesis capacity and locomotor activity. **a** Experimental timeline and drug treatment paradigm used to assess the effect of midbrain dopamine neuron inhibition on the sub-chronic ketamine-induced increase in striatal dopamine synthesis capacity and locomotor activity. Two weeks after stereotaxic injection of AAV-hM4Di-mCherry, mice received 0.1 mg/kg CNO or vehicle followed by ketamine (30 mg/kg) or vehicle 30 min later for 5 consecutive days. Mice underwent a dynamic PET/CT scan 2 days after the last drug administration. **b** Bilateral infusion of AAV-hM4Di-mCherry into the VTA and SNc of *DAT::Cre* mice was used to selectively express DREADD receptors in dopamine neurons. **c** Fluorescence confocal images of representative midbrain fields depicting co-expression (white) of mCherry (magenta) and TH (green)  immunofluorescence. **d** Percentage of TH+ neurons co-expressing mCherry (47 out of total 65 TH+ neurons; 71.7 ± 11%) and percentage of mCherry+ which do not express TH (1 out of total 48 mCherry + neurons, 1.5 ± 1.5%) in the VTA. Percentage of TH+ neurons co-expressing mCherry (47 out of total 52 TH+ neurons; 89.6% ± 5.4) and percentage of mCherry+ which do not express TH (1 out of total 48 mCherry+ neurons, 1.5 ± 1.5%) in the SNc. **e** Striatal dopamine synthesis capacity (*K*_i_^*mod*^/min) is significantly reduced in CNO/Ket compared with Sal/Ket group (***P < 0.001) (Sal/Sal (*n* = 12), CNO/Sal (*n* = 13), Sal*/*Ket (*n* = 12) and CNO/Ket-treated (*n* = 11) groups). **f** Total distance travelled during 30 min post drug administration. Sub-chronic ketamine treatment induced locomotor sensitization that was prevented by inhibition of midbrain dopamine neuron firing prior to ketamine treatment. **g** Percentage locomotor sensitization between day 1 and day 5. Data represent mean ± S.E.M. ****P < 0.0001; ***P < 0.001; **P < 0.01; *P < 0.05. Sal saline, Ket ketamine, CNO clozapine N-oxide, TH tyrosine hydroxylase, PET positron emission tomography, CT computed tomography, VTA ventral tegmental area, SNc substantia nigra pas compacta.

**Fig. 3:**
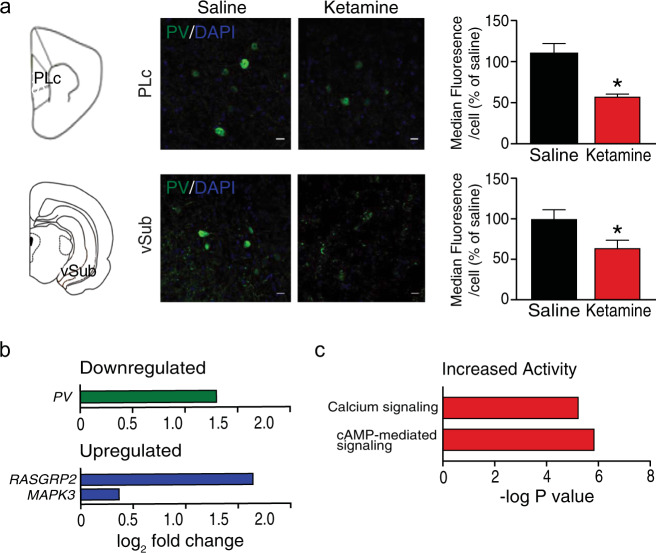
Sub-chronic ketamine reduces parvalbumin interneuron function. **a** Schematics of the location of the PLc and vSub of the hippocampus in the brain. Representative fluorescence confocal images of  PLc and vSub of the hippocampus fields respectively depicting PV interneuron (green) and DAPI (blue) immunofluorescence in saline-treated (Saline) and ketamine-treated (Ketamine) mice. PV immunofluorescence in the PLc and vSub of the hippocampus is significantly reduced in the ketamine versus saline group (Two-way repeated-measures ANOVA significant effect of treatment, *F*_1, 8_ = 47.28, *p* < 0.001, *η*^2^ effect size = 0.86; followed by Bonferroni post hoc tests (*P* < 0.05); *n* = 5 mice per group). **b** Differential expression of the PV gene in ketamine-treated mice vs. saline treated controls. Differential expression of RASGRP2 and MAPK3 genes in ketamine-treated mice vs. saline treated controls. Log2 fold change is shown in each respective bar. **c** Increased activity in the calcium signalling and cAMP-mediated signalling pathways in ketamine-treated vs. control group. Data represent mean ± S.E.M. *P < 0.05. PLc pre-limbic cortex, vSub ventral subiculum of the hippocampus, PV parvalbumin.

**Fig. 4:**
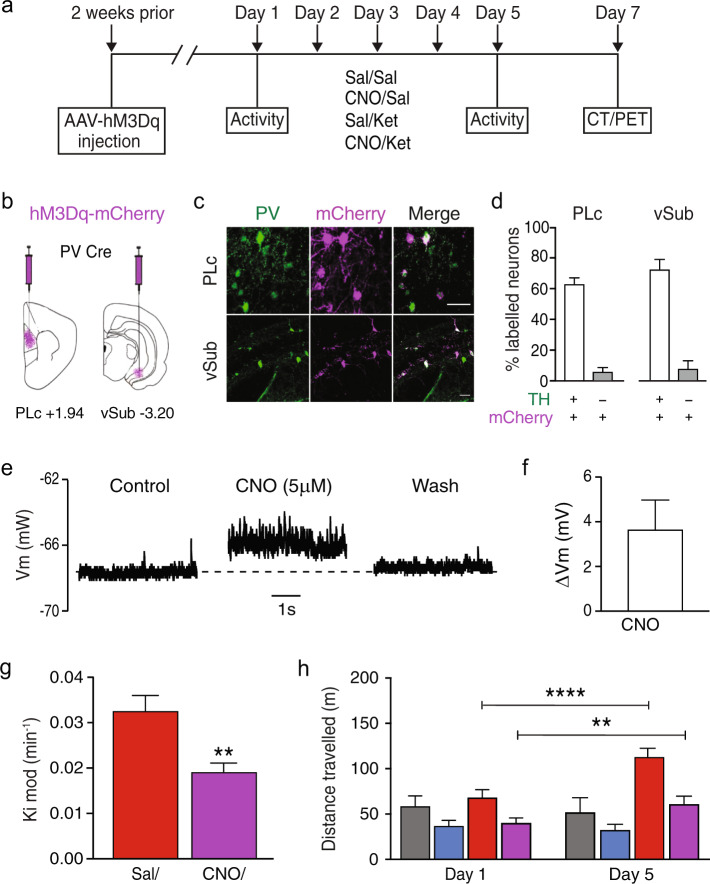
In vivo parvalbumin interneuron activation attenuates the effects of sub-chronic ketamine-induced increase in dopamine synthesis capacity and locomotor activity. **a** Experimental timeline and drug treatment schedule used to study the effect of PV neuron activation on the sub-chronic ketamine-induced increase in striatal presynaptic dopamine synthesis capacity. Two weeks following stereotaxic injection of AAV-hM3Dq-mCherry, mice received 0.5 mg/kg CNO or vehicle, followed by ketamine (30 mg/kg) or vehicle treatment 30 min later for 5 consecutive days. Mice underwent a dynamic PET/CT scan 2 days following the last drug administration. **b** Bilateral infusion of AAV-hM3Dq-mCherry into the PLc and vSub of *PV::Cre* mice was used to selectively express DREADD receptors in PV interneurons. **c** Representative fluorescence confocal images of PLc and vSub fields depicting co-expression (white) of mCherry (magenta) and PV (green) immunofluorescence. **d** Percentage of PV+ neurons co-expressing mCherry (120 out of total 177 PV+ neurons; 65 ± 4.4%) and percentage of mCherry+ which do not express PV (9 out of total 129 mCherry+ neurons, 5.8 ± 2.9%) in the PLc. Percentage of PV+ neurons co-expressing mCherry (51 out of total 71 PV+ neurons; 72.9 ± 6.3%) and percentage of mCherry+ which do not express PV (5 out of total 59 mCherry+ neurons, 7.8 ± 5.2%) in the vSub. **e** Effect of 5 microM CNO on membrane potential measured in voltage clamp configuration from a whole-cell recording of PV interneuron within the vSub from a *PV::Cre* mouse injected with AAV-hM3Dq-mCherry. **f** Change in membrane potential with positive showing increase relative to the baseline indicative of PV neuron depolarisation upon CNO application. **g** Striatal dopamine synthesis capacity (*K*_i_^*mod*^/min) is significantly reduced in CNO/ketamine-treated (*n* = 11) (purple) versus SAL/Ket (*n* = 11) (red) group, unpaired t-test (**P < 0.01, *t*_19_ = 3.51, two-tailed, effect size = 1.59). **h** Total distance travelled during a 30 min test period post drug administration. Sub-chronic ketamine treatment induced locomotor sensitization, which was not prevented by activation of PV interneuron firing prior to ketamine treatment (*F*_1, 44_ = 15.51, *** *P* < 0.001, Bonferroni post hoc test **P < 0.01 ***P < 0.001 = day 1 vs. day 5). On day 5 activation of PV interneuron firing prevented the effects of sub-chronic ketamine on locomotor activity (*F*_3, 44_ = 9.283, ***P < 0.001, Bonferroni post hoc test ***P < 0.001 Sal/Ket vs. all other groups). Data represent mean ± S.E.M. ****P < 0.001; **P < 0.01. Sal saline, Ket ketamine, CNO clozapine N-oxide, PET positron emission tomography, CT computed tomography, PLc pre-limbic cortex, vSub ventral subiculum of the hippocampus, PV parvalbumin.

### Open-field test

Mice were placed into the open-field arena for a 20 min habituation period, then injected i.p with either ketamine or saline and placed back in the arena for a further 60 min. Total distance travelled was recorded using the Ethovision XT video tracking software system (Noldus Information Technologies, Leesburg, VA, USA). Locomotor activity was assessed on days 1, 5 and 7 of drug treatment (Supplementary Fig. 1). For the chemogenetic experiments, mice were placed in the open-field arenas for 20 min habituation, they then received an injection of CNO or saline and activity was recorded for 30 min. Then, mice received an injection of ketamine or saline, in line with the treatment schedule, and their activity recorded for 60 min. Locomotor activity was assessed on days 1 and 5 of drug treatment (Supplementary Figs. 2–4).

### Positron emission tomography (PET) imaging

One hour prior to scanning, mice were anaesthetised with isoflurane and underwent external jugular vein cannulation. During scanning, the respiration rate was monitored using the BioVet physiological monitoring software system (Biovet software; m2m Imaging Corp, Cleveland, OH, USA) and body temperature was maintained at 37 °C. Mice received 40 mg/kg (i.p) entacapone (SML0654, Sigma-Aldrich), a catechol-O-methyl-transferase inhibitor, and 10 mg/kg (i.p) benserazide hydrochloride (B7283, Sigma-Aldrich), an aromatic amino acid decarboxylase inhibitor, at 45 and 30 min before the [^18^F]-FDOPA respectively. This improves brain uptake [^18^F]-FDOPA by reducing peripheral metabolism of the radiotracer [30]. SEP-363856 (3 mg/kg, i.p), a TAAR1/5HT_1A_ *agonist*, was provided by Sunovion Pharmaceuticals and administered 30 min prior to the [^18^F]-FDOPA injection. Following cannulation, mice were transferred to the bore of an Inveon µPET/CT scanner (Siemens, Surrey, UK). Mice underwent a 20 min CT scan for attenuation correction, and then received a bolus injection of ~4.5 MBq [^18^F]-FDOPA via the external jugular vein cannula at the start of the 120 min dynamic PET scan.

### PET analysis

Inveon Research Workplace software (Siemens USA) was used to draw 3D regions of interest manually on summation radioactivity images at the level of the striatum (right and left) (0.07 cm^3^) and the cerebellum (0.1 cm^3^) to extract time activity curves (Supplementary Figs. 6, 7) [31]. Dopamine synthesis capacity was indexed as the rate constant for the uptake and conversion of [^18^F]-FDOPA to [^18^F]-dopamine, *K*_i_^*mod*^ (min^−1^), and determined using a modified Patlak plot accounting for the loss of radioactive metabolites, *k*_loss_ [30, 32]. The cerebellum was used as the reference region, in line with the approach used in human studies, to account for non-specific uptake as it has negligible dopaminergic projections [33, 34].

### RNA sequencing (RNA Seq)

Two days following 5 days of ketamine or saline injections, brains were rapidly removed and the PLc was dissected and frozen in isopentane on dry ice. Total RNA was isolated using the TriZol reagent (Invitrogen) and purified using RNAeasy micro kits from Qiagen. RNA integrity was assessed using the Agilent Bioanalyser and all RNA integrity number values were above 8. Then, the cDNA library was prepared using the NEB Next Ultra II Library Prep kit (New England Biolabs, USA). Sequencing was conducted on an Illumina HiSeq 2500 system with 100 base pair paired-end reads (London, UK). Raw reads were aligned to mm9 genome using Tophat version (2.0.11) [35]. Gene based counting was performed using the HTSeq counts module. Gene expression analysis was performed using the DESeq2 Bioconductor package. All genes with adjusted *p* value of 0.05 or less (calculated from the raw *p* values using the Benjamini and Hochberg algorithm) were considered statistically significant. The RNA seq data are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE138802.

### Statistical analysis

Statistical analyses were performed using Prism 7.00 software (GraphPad Software, La Jolla, California, USA). Normality of distributions was assessed using the Kolmogorov–Smirnov test and Levene’s test for equality of variance to guide the choice of statistic. Between-group comparisons were made with two-tailed independent samples *t* tests for normally distributed data, and Mann–Whitney *U* tests were used for non-parametric data. Two-way analysis of variance (ANOVA) was used to test the difference in outcome measure between the four experimental groups. Locomotor sensitization was analysed with a two-way repeated-measures ANOVA, with the days as the repeated measure and experimental group as the cofactor. Outliers in the data were identified using the Grubbs’s test. Post hoc comparisons were Bonferroni corrected. Cohen’s *d* effect sizes were calculated using the online calculator (http://www.uccs.edu/~lbecker/). Data are expressed as mean ± s.e.m. and statistical significance was defined as *p* < 0.05 (two tailed).

## Results

### Sub-chronic ketamine increases dopamine synthesis capacity and locomotor activity

To test the hypothesis that sub-chronic ketamine administration leads to increased dopamine synthesis capacity, mice were injected once daily with ketamine (30 mg/kg) or saline for 5 consecutive days. Two days after the last ketamine or saline injection in vivo [^18^F]-FDOPA PET imaging was performed. Sub-chronic ketamine treatment significantly increased striatal dopamine synthesis capacity compared to controls, with an effect size of *d* = 2.5 (*P* < 0.001, *t*_13_ = 4.74) (Fig. 1b, c, Supplementary Table 1). We also examined locomotor sensitization, which has been used as a behavioural model of the dopaminergic dysfunction seen in psychosis [36]. Acute ketamine administration (day 1) induced locomotor hyperactivity in the open-field test. Repeated ketamine administration (day 5) induced locomotor sensitization, an effect that was sustained following 2-day washout of ketamine (day 7) (Fig. 1d–f; Supplementary Fig. 1). Collectively, these findings indicate that sub-chronic ketamine administration induces both an increase in dopamine synthesis capacity and behavioural changes relevant to schizophrenia.

### Midbrain dopamine neuron firing is necessary for ketamine-induced increases in dopamine synthesis capacity and locomotor activity

To test if the reported ketamine-induced firing activity of dopamine neurons [37–39] underlies the increase in dopamine synthesis capacity we observed, we employed a chemogenetic approach to selectively suppress dopamine neuron activity in vivo. We injected an adeno-associated virus (AAV) containing a Cre-dependent *hM4Di-mCherry* fusion protein (AAV1-DIO-hM4Di-mCherry) into the VTA and the substantia nigra pars compacta (SNc) of *DAT::Cre* mice. Cre-dependent expression of *hM4Di-mCherry* showed ~98% specificity for dopamine neurons, and CNO-treatment silenced dopamine neuron firing in slice electrophysiology recordings, consistent with our previous findings (Fig. 2b–d) [40]. Administration of CNO prior to ketamine dosing prevented the elevation in striatal dopamine synthesis capacity (Fig. 2e, Supplementary Table 2) and the ketamine-induced locomotor sensitization compared to the relevant control groups (Fig. 2f, g, Supplementary Fig. 2). It has recently been shown that clozapine, converted from CNO, may have off-target effects at endogenous receptors rather than at the DREADDs exclusively [41]. Importantly, CNO administration in transgenic mice expressing a control construct had no effect on the ketamine-induced increase in dopamine synthesis capacity and locomotor activity (Supplementary Fig. 4), indicating that DREADD-mediated silencing of dopaminergic neurons is responsible for the observed effects. Taken together, these findings suggest that sub-chronic ketamine increases dopamine synthesis capacity and locomotor sensitization through a mechanism that drives firing activity of midbrain dopamine neurons.

### The effect of sub-chronic ketamine on PV expression and function

Lower levels of PV neurons in the cortex and hippocampus have been observed in schizophrenia patients and following acute ketamine treatment [16, 17, 27, 42]. In addition, it is believed that reduced PV neuron function may lead to changes in dopamine neuron activity [19]. Therefore, we examined the effects of ketamine on various elements of PV interneuron function including PV expression. We found that sub-chronic ketamine treatment reduced PV interneuron immunofluorescence in the pre-limbic cortex (PLc) and the ventral subiculum (vSub) of the hippocampus (*P* < 0.05, *η*^2^ effect size = 0.86) relative to saline controls (Fig. 3a).

To investigate the molecular mechanisms underlying the effects of sub-chronic ketamine on dopamine synthesis we performed RNA Seq on PLc tissue. 

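The PLc, a medial part of the prefrontal cortex, was taken from 3 saline mice and 3 ketamine mice, 2 days after 5 days of injections, with ketamine given at 30 mg/kg. Each mouse gave its own library. The saline mice carry the numbers 1, 6 and 10, and the ketamine mice the numbers 3, 5 and 9. The authors aligned paired-end reads to the mm9 genome with Tophat, counted them per gene with HTSeq, and deposited counts divided by a size factor for each library, called normalized counts. The low values of a library were whole multiples of a single step, and dividing by it gave a whole number of reads for 100.0% of values in each of the 6 libraries. The reads recovered in this way were 32643726, 31056058 and 26273436 in saline mice 1, 6 and 10, and 28956009, 31242763 and 30723802 in ketamine mice 3, 5 and 9. These totals overlapped between the groups (exact permutation test, two-sided, p = 0.9). Of the 37620 genes listed by Ensembl identifier, 24521 had a read in any library, and between 20598 and 21163 had a read in a single library. The 10 most abundant genes took between 7.09% and 9.73% of the reads of a library. Pearson's r of log2 values across genes lay between 0.954 and 0.992 over the 15 pairs of libraries. Every pair differed by more than the sampling noise of its reads. That noise covers the counting of reads only, so the result does not show how closely the mice of a group match.
Expression was compared with limma on log2(normalized count + 1), in the 16127 genes with a mean of at least 10 normalized counts over the 6 mice. Tests were two-sided, with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of genes with low counts. At an adjusted p under 0.05, limma called 0 genes, and its smallest adjusted p was 0.0922. An unadjusted p under 0.05 was found for 937 genes, where chance gives 806. The choice of test moved this count most. On the recovered reads, edgeR's quasi-likelihood test called 0 genes, and DESeq2, the package named in the paper's methods, called 182, of which 145 were higher and 37 lower in ketamine. In reads simulated with the means and spread of these libraries, with 200 genes changed 2-fold, limma recovered 18% of them with 4 false calls. DESeq2 recovered 59.5% of the same 200 genes with 57 false calls. An exact permutation test of a single gene cannot give a p under 0.1 with 3 mice against 3.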

We hypothesised that sub-chronic ketamine would result in reduced PV expression, and changes in signalling pathways downstream of the NMDA receptor such as calcium signalling and the activation of brain-derived neurotrophic factor (BDNF) signalling. Consistent with our a priori hypotheses, RNA Seq data on PLc tissue revealed reductions in the expression of PV (Fig. 3b). Moreover, consistent with the hypothesis that blocking NMDAR activity increases BDNF signalling [43], we observed a significant increase in the expression of genes involved in the pathway downstream of BDNF signalling, specifically upregulation of mitogen-activated protein kinase 3 (MAPK3) and RAS guanyl releasing protein 2 (Rasgrp2) (Fig. 3b). In addition, cAMP-mediated signalling and calcium signalling pathways were significantly activated in ketamine vs. saline conditions (Fig. 3c). Furthermore, using Ingenuity-pathway analysis (IPA, QUIAGEN Redwood City, https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/) L-DOPA was the significant upstream regulator of the differentially expressed genes in ketamine vs. saline conditions (*z*-score = 2.961, *P* < 0.05, in cortex). 

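Pvalb, the gene of PV (ENSMUSG00000005716), lies on the minus strand of chromosome 15 of mm9 from 78021544 to 78036830, where GENCODE annotates no overlapping gene. Its expression was 1420 ± 736 normalized counts in saline mice and 573.9 ± 83.6 in ketamine mice (SD, n = 3 each). Saline mice 1, 6 and 10 had 1105, 893 and 2261 normalized counts, and ketamine mice 3, 5 and 9 had 535, 516 and 670. All ketamine mice were thus below all saline mice (exact permutation test, two-sided, p = 0.1, the smallest that this design allows). Saline mouse 10 had about as many counts as the other two saline mice together, and leaving it out gave the smallest change. The log2 fold change was -1.20 (standard error 0.334, unadjusted p = 0.00849, adjusted p = 0.579 by limma). It stayed between -1.47 and -0.80 with each mouse left out in turn. DESeq2 on the recovered reads gave a log2 fold change of -1.304 (standard error 0.362) with an adjusted p of 0.0321, and edgeR gave -1.29 with an adjusted p of 0.519. Genes of cortical excitatory neurons were also lower in the ketamine mice, with a median log2 fold change of -0.77 over 7 genes in a list written after part of the data had been seen. Lists of cortical layer markers written beforehand had medians of -0.16 for upper layers, 0.0047 for layer 4 and 0.06 for deep layers.

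**Figure D1:**
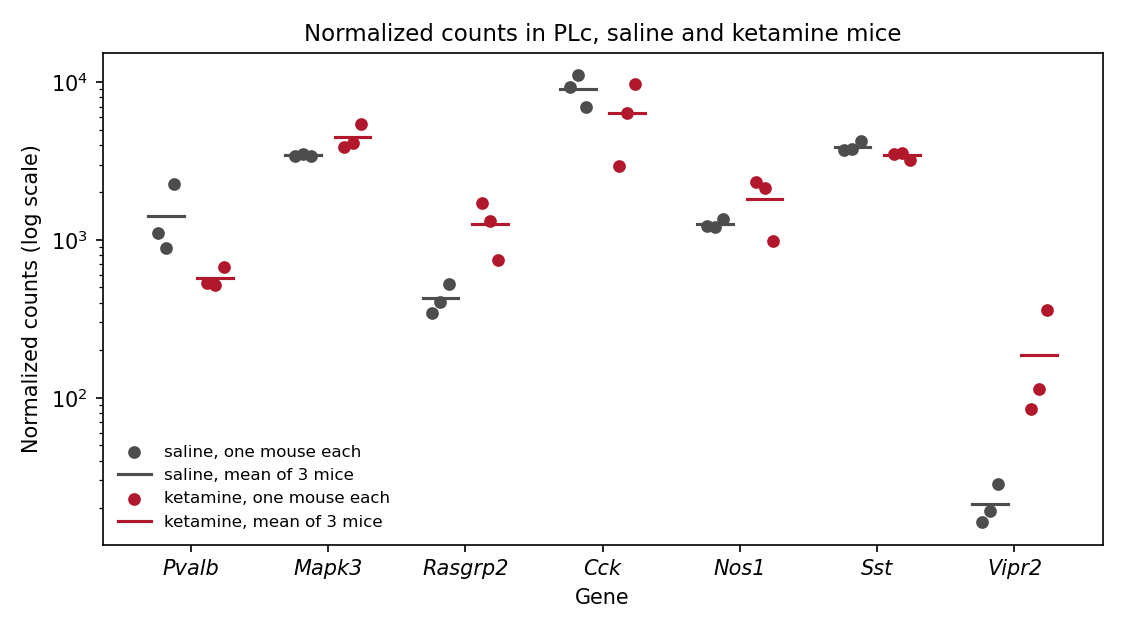
Normalized counts (log axis) of 7 genes in the PLc of 3 saline mice (grey) and 3 ketamine mice (red), with a point for each mouse and a line at the mean of each group. The ketamine mice sit below the saline mice for Pvalb and Sst, above them for Mapk3, Rasgrp2 and Vipr2, and overlap them for Cck and Nos1.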

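Mapk3 (ENSMUSG00000063065) lies on chromosome 7 of mm9 from 133903115 to 133909333. It had 3448 ± 57.7 normalized counts in saline mice and 4474 ± 843 in ketamine mice (SD, n = 3 each), a log2 fold change of 0.36 (standard error 0.156, unadjusted p = 0.0537, adjusted p = 0.865 by limma). The 3 ketamine mice had 3895, 4086 and 5441 normalized counts, each above the highest saline mouse at 3514, and mouse 9 carried much of the difference. Without mouse 9 the log2 fold change was 0.21. DESeq2 gave 0.38 with an unadjusted p of 0.0386 and an adjusted p of 0.666.
Rasgrp2 (ENSMUSG00000032946), on chromosome 19 from 6399340 to 6415216, shares 265 exon bases with a gene on the other strand, Gm14965, which averaged 2.5 normalized counts. Rasgrp2 rose from 426.5 ± 94.0 normalized counts in saline mice to 1268 ± 490 in ketamine mice (SD, n = 3 each). The log2 fold change was 1.51 (standard error 0.317, unadjusted p = 0.0019, adjusted p = 0.356 by limma), and it stayed between 1.25 and 1.85 with each mouse left out in turn. With DESeq2 it was 1.58 (standard error 0.337, adjusted p = 0.000704). The counts in ketamine mice 3, 5 and 9 were 1726, 1326 and 751, against at most 529 in a saline mouse. A score of striatal marker genes followed the same order in these 3 mice, at 2.69, 1.85 and -0.09 on the log2 scale relative to the saline mean. For both genes the exact permutation p was 0.1.
Bdnf itself (ENSMUSG00000048482, chromosome 2 from 109514857 to 109567204) was lower in every ketamine mouse than in every saline mouse, at 591.1 ± 188 against 1029 ± 53.5 normalized counts (SD, n = 3 each). Its log2 fold change was -0.86 (standard error 0.253, adjusted p = 0.628 by limma) and did not pass the threshold with DESeq2 either (adjusted p = 0.177). Genes of cortical excitatory neurons fell by a similar amount, with a median of -0.77. Bdnf (374 normalized counts) and the score of these genes (-1.301) were both lowest in ketamine mouse 3, while mice 5 and 9 stood in reverse order. Bdnf relative to these genes was not tested, so a fall beyond that of cortical RNA was not shown. A list of 44 genes of BDNF and MAPK signalling had a median log2 fold change of -0.07, with 14 genes higher and 30 lower (p = 0.191 by limma's camera test, exact permutation p of the score 0.8).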

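The gene sets of the pathway software were not analysed here, and both pathways were represented by lists written before the data were examined. In the list of calcium signalling, 112 genes passed the expression filter. Their median log2 fold change was -0.12, with 38 genes higher and 74 lower in ketamine (two-sided p = 0.0251 by limma's camera test with an inter-gene correlation of 0.01, exact permutation p of the mean expression 0.6). With the inter-gene correlation estimated from the data, the p of this list was 0.488. In the list of cAMP-mediated signalling, 141 genes were tested, and the median was -0.04, with 63 genes higher and 78 lower (p = 0.993 by the same camera test, exact permutation p 0.7). The p-values adjusted over all 22 lists examined were 0.069 for calcium and 0.993 for cAMP-mediated signalling. The mean log2 expression of both lists overlapped between the groups. limma called no gene of either list. DESeq2 called 2 calcium signalling genes higher and 3 lower, and 7 cAMP-mediated signalling genes higher and 0 lower.
Among calcium signalling genes, the smallest p-values were those of Chrnb4, Chrna5 and Camkk1. Chrnb4, which encodes a nicotinic receptor subunit, was almost undetected in saline mice, at 0.96, 0.97 and 1.1 normalized counts, and had 25.4, 18.8 and 106 in ketamine mice 3, 5 and 9. Chrna5 and Camkk1 fell by 1.41 and 0.62 on the log2 scale. Among cAMP-mediated signalling genes, the smallest p-values were those of Adra2a, Htr1d and Vipr2. Adra2a, which encodes an adrenergic receptor, had between 327.6 and 385 normalized counts in saline mice and between 650 and 863 in ketamine mice, a log2 fold change of 1.10 (standard error 0.158, adjusted p = 0.173 by limma, 4.7e-06 by DESeq2). Htr1d, which encodes a serotonin receptor, had a log2 fold change of 3.20 (standard error 0.487, adjusted p = 0.178 by limma, 1.96e-06 by DESeq2).

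**Figure D2:**
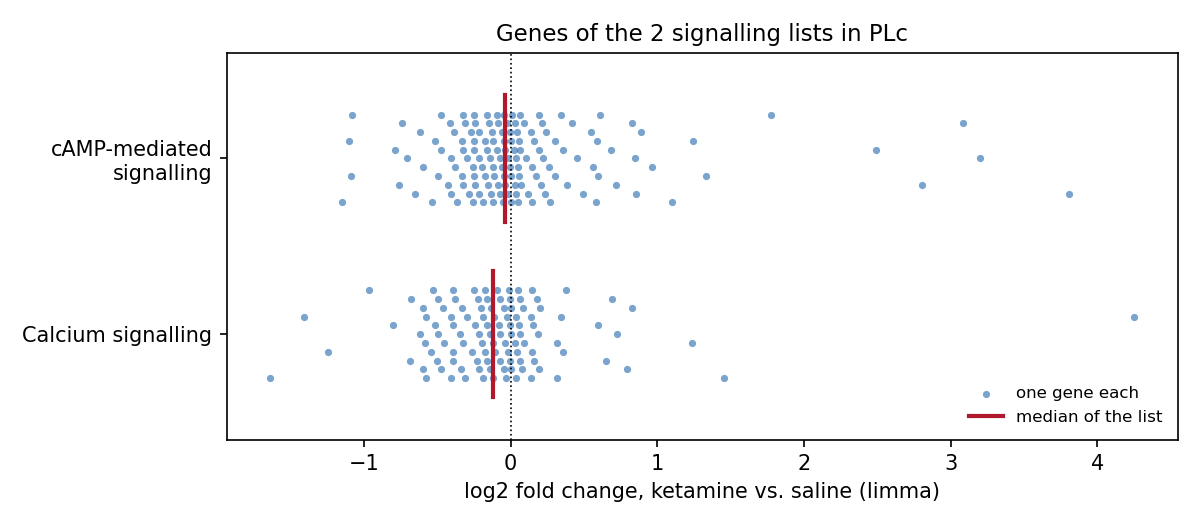
Log2 fold change by limma of each calcium signalling gene and each cAMP-mediated signalling gene, ketamine vs. saline, with a point for each gene and a red line at the median of the list. Both medians, -0.12 and -0.04, lie just below 0, and the largest rise among calcium signalling genes is that of Chrnb4 at 4.25.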

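The upstream regulator score itself was not analysed here, because it needs the regulator networks of the pathway software. In the values analysed here, the number of differentially expressed genes was 0 with limma and 182 with DESeq2 over the same 16127 genes. In a list of 14 tested genes of dopamine synthesis, transport, breakdown, reception and signalling, 13 were higher and 1 lower in ketamine, with a median log2 fold change of 0.61 (two-sided p = 0.00319 by limma's camera test, 0.0117 adjusted over 22 lists, exact permutation p of the mean expression 0.3). With the inter-gene correlation estimated from the data, the camera p was 0.142 (exact permutation p as before). The mean log2 expression of the list overlapped between the groups, and DESeq2 called 1 of its genes. That gene was Drd3, which had 75.4 and 38.6 normalized counts in ketamine mice 3 and 5, and 0.91 in ketamine mouse 9. The saline mice had 0, 0 and 1.1 counts. The genes of the main dopamine receptors varied in the same way among the ketamine mice. Drd1 had 2631, 1237 and 116 normalized counts in ketamine mice 3, 5 and 9, and 237, 215 and 184 in saline mice 1, 6 and 10. Its log2 fold change was 1.77 (standard error 1.02, adjusted p = 0.999 by limma). Drd2 had 1609, 618 and 25.4 normalized counts in ketamine mice 3, 5 and 9 and between 22.2 and 221 in saline mice, a log2 fold change of 2.49 (standard error 1.55, adjusted p = 0.999 by limma). Drd1, Drd2 and Ppp1r1b, a signalling gene of this list, are also among the striatal marker genes. Ppp1r1b had 12441, 5942 and 1851 normalized counts in ketamine mice 3, 5 and 9, the order of the striatal score. A rise of the dopamine list thus cannot be told apart from striatal tissue in some samples.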

Collectively, these data support the hypothesis that sub-chronic ketamine increases dopamine synthesis capacity via a pathway that involves the inhibition of PV interneuron function. Furthermore, RNA Seq data on PLc tissue did not reveal changes in the expression of cholecystokinin (*p* > 0.05), nitric oxide synthase 1 (*p* > 0.05) and somatostatin (*p* > 0.05), which are proteins expressed in other GABAergic interneurons. 

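Beside Pvalb, 9 other genes used as markers of PV interneurons were tested. Their median log2 fold change was -0.17, with 3 higher and 6 lower (two-sided p = 0.0503 by limma's camera test, exact permutation p of the mean expression 0.5). Kcnc2, which encodes a potassium channel subunit of fast-spiking cells, had between 3569 and 3657 normalized counts in saline mice and between 2335 and 2650 in ketamine mice, a log2 fold change of -0.52 (standard error 0.116, adjusted p = 0.38 by limma, 0.0105 by DESeq2). Kcns3, another potassium channel gene, fell by 0.91 on the log2 scale (standard error 0.222, adjusted p = 0.425 by limma, 0.0544 by DESeq2). Genes expressed across GABAergic neurons moved the other way, with a median log2 fold change of 0.87 over 8 genes, of which 7 were higher. Those with the smallest p, Dlx5, Dlx2 and Dlx1, were highest in ketamine mouse 9, at 471, 816 and 3217 normalized counts. A score of olfactory bulb marker genes, described below, was also highest in that mouse. Whether the rise lies in cortical interneurons or in the tissue sampled cannot be told from these values. The paper had expected lower PV expression and altered signalling downstream of the NMDA receptor. It takes its data together, among them the lower PV immunofluorescence in PLc and vSub and the RNA Seq results. From these it proposes that ketamine raises dopamine synthesis capacity through a pathway involving the inhibition of PV interneuron function.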

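Cholecystokinin is encoded by Cck (ENSMUSG00000032532, chromosome 9 from 121398943 to 121404807), nitric oxide synthase 1 by Nos1 (ENSMUSG00000029361, chromosome 5 from 118231041 to 118408849) and somatostatin by Sst (ENSMUSG00000004366, chromosome 16 from 23889667 to 23890930). Cck had 9094 ± 2072 normalized counts in saline mice and 6352 ± 3408 in ketamine mice (SD, n = 3 each), a log2 fold change of -0.66 (standard error 0.421, adjusted p = 0.999 by limma). Ketamine mice 3, 5 and 9 had 2935, 6370 and 9751 normalized counts of Cck, a spread larger than the difference between the groups. Nos1 had 1262 ± 88.4 and 1813 ± 727 normalized counts (SD, n = 3 each), a log2 fold change of 0.43 (standard error 0.316, adjusted p = 0.999 by limma). It was raised in ketamine mice 3 and 5, at 2337 and 2120, and below every saline mouse in ketamine mouse 9, at 983. Sst had 3899 ± 287 and 3429 ± 178 normalized counts (SD, n = 3 each), a log2 fold change of -0.18 (standard error 0.121, adjusted p = 0.999 by limma). For Sst all ketamine mice were below all saline mice (exact permutation test, p = 0.1), while the groups overlapped for Cck (p = 0.3) and Nos1 (p = 0.4). The unadjusted p-values by limma were 0.162 for Cck, 0.217 for Nos1 and 0.172 for Sst. Without ketamine mouse 9, the log2 fold change was 0.82 for Nos1 and -1.05 for Cck, with adjusted p-values by limma of 0.113 and 0.434. Without ketamine mouse 3, both changes shrank, to 0.20 for Nos1 and -0.18 for Cck.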

Interestingly, consistent with a previous study, vasoactive intestinal peptide receptor 2 (VIPR2) expression was significantly increased suggesting that other GABAergic interneurons may be affected by sub-chronic ketamine administration.

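Vipr2 (ENSMUSG00000011171) lies on the plus strand of chromosome 12 of mm9 from 117316196 to 117384734. It was expressed at a low level, with 21.4 ± 6.4 normalized counts in saline mice and 186 ± 150 in ketamine mice (SD, n = 3 each). The values were 16.3, 19.3 and 28.5 in saline mice 1, 6 and 10, and 85.2, 114 and 359 in ketamine mice 3, 5 and 9, so that the groups did not overlap (exact permutation test, two-sided, p = 0.1). The log2 fold change was 2.81 (standard error 0.538, unadjusted p = 0.00112, adjusted p = 0.311 by limma) and stayed between 2.19 and 3.22 with each mouse left out in turn. DESeq2 gave 3.13 (standard error 0.586, adjusted p = 4.15e-05). A score of olfactory bulb marker genes, on the log2 scale relative to the saline mean, was 2.44, 1.16 and 3.47 in ketamine mice 3, 5 and 9. It was -0.77, -0.65 and 1.42 in saline mice 1, 6 and 10. Vipr2 followed the order of the score among the saline mice, and both were highest in ketamine mouse 9. Ketamine mice 3 and 5 stood in the reverse order for Vipr2. Saline mouse 10 had a higher score than ketamine mouse 5 but less Vipr2, at 28.5 against 114 normalized counts. When the limma p-values of the 7 genes named in the paper were adjusted over these genes alone, 3 passed the threshold, namely Vipr2 (adjusted p = 0.00664), Rasgrp2 (0.00664) and Pvalb (0.0198). Because these genes were named from the same data, that count is no measure of their stability.
Markers of other GABAergic interneurons did not move together. Over 9 genes listed as markers of VIP and CCK interneurons, the median log2 fold change was 0.26, with 5 genes higher and 4 lower, and the mean expression of the list was higher in every ketamine mouse than in every saline mouse (p = 0.037 by limma's camera test, 0.0904 adjusted over 22 lists, exact permutation p 0.1). With the inter-gene correlation estimated from the data, the camera p was 0.216 (exact permutation p as before). Ndnf, a gene of this list, had between 304 and 343 normalized counts in saline mice and between 612 and 847 in ketamine mice, a log2 fold change of 1.17 (standard error 0.162, adjusted p = 0.173 by limma, 1.08e-06 by DESeq2). Calb2 also belongs to the list and was highest in ketamine mouse 9, at 7274 normalized counts. The score of the list (0.731) and that of olfactory bulb markers were highest in the same mouse. The list was not recomputed without Calb2. Over 7 markers of SST interneurons the median was 0.16, with 4 genes higher and 3 lower (p = 0.969 by limma's camera test, exact permutation p 0.6).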

### The role of PV interneuron activity in mediating the effects of sub-chronic ketamine

Given that ketamine reduced PV expression levels, and the hypothesised role of PV interneuron hypofunction in schizophrenia [44, 45], we aimed to determine if activating PV interneurons in the PLc and vSub of the hippocampus was able to counter the ketamine-induced increase in dopamine synthesis capacity. To test this, AAVs expressing a Cre-dependent *hM3Dq-mCherry* fusion protein were stereotaxically injected into the PLc and vSub of the hippocampus of *PV::Cre* mice (Fig. 4a, b). Immunohistochemistry revealed co-localisation of mCherry with PV immunoreactive neurons and a successful transduction with over 92% specificity in the PLc and vSub (Fig. 4c, d). In ex vivo slice electrophysiology studies, application of CNO depolarised vSub PV neurons expressing mCherry (Fig. 4e, f). Using this system, we found that in vivo activation of PV interneurons in the PLc and vSub, prior to ketamine administration, significantly reduced both the elevation in striatal dopamine synthesis capacity (*P* < 0.01, *t*_19_ = 3.51, two-tailed, effect size = 1.59) (Fig. 4g; Supplementary Table 3) and the locomotor effects of acute and sub-chronic ketamine (Fig. 4h; Supplementary Fig. 3). Therefore, our results suggest that ketamine increases dopamine synthesis capacity and locomotor activity via its actions on cortical/hippocampal PV interneurons.

### A novel TAAR1/5-HT_1A_ agonist counteracts the ketamine-induced increase in dopamine synthesis capacity

Our findings suggest that targeting dopamine neuron firing activity may present a viable therapeutic target for the increase in dopamine synthesis capacity seen in schizophrenia. One potential candidate mechanism is trace amine receptor 1 (TAAR1) agonism. TAAR1 is a G-protein-coupled receptor that is expressed throughout monoaminergic brain nuclei including dopamine neurons [46]. TAAR1 agonists have been shown to reduce dopamine firing rates and release [47–49]. In view of this, we tested whether SEP-0363856 (SEP-856), a novel psychotropic agent with agonism at TAAR1 and  5HT_1A  _ receptors [20], counteracts the effect of sub-chronic ketamine treatment on dopamine synthesis capacity. Ketamine-treated mice that received SEP-856 (3 mg/kg, i.p) showed significantly lower striatal dopamine synthesis capacity compared to vehicle controls  (*P < *0.05, *t*_29_ = 2.839) (Fig. 5). Post hoc analyses showed that $$K_{\mathrm{i}}^{mod}$$ in ketamine-treated mice that received SEP-856 was not significantly different from $$K_{\mathrm{i}}^{mod}$$ in mice not exposed to ketamine (Fig. 5).

**Fig. 5:**
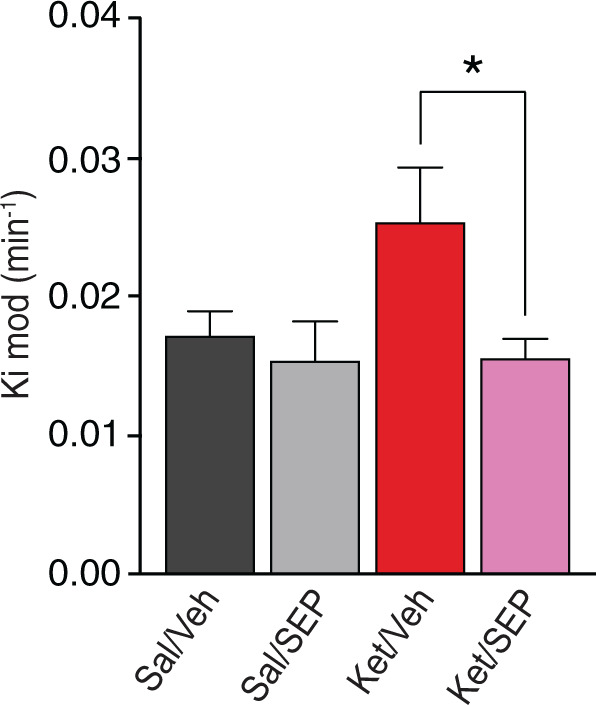
The novel trace amine receptor 1 agonist SEP-0363856 (SEP-856) attenuates the ketamine-induced increase in dopamine synthesis capacity. Striatal dopamine synthesis capacity (*K*_i_^*mod*^/min) was significantly reduced in the ketamine model following the administration of SEP compared with vehicle in the ketamine model. Ket/SEP (*n* = 9) (Magenta) versus Ket/Veh (*n* = 8) (red) *P < 0.05. Sal saline, Ket ketamine, Veh vehicle, SEP SEP-0363856.

## Discussion

Our results demonstrate that sub-chronic ketamine administration leads to elevated striatal dopamine synthesis capacity, and that this requires the activation of midbrain dopamine neurons. The ketamine-induced increase in dopamine synthesis capacity was attenuated by the activation of PV interneurons in the PLc and vSub, as well as by a novel TAAR1/5HT_1A_ agonist, SEP-856. Our study demonstrates for the first time to our knowledge that an experimental model induces the same dopaminergic phenotype seen in patients with psychosis, and the potential of targeting PV interneurons and a novel TAAR1/5HT_1A_ agonist to reverse the dopaminergic phenotype.

The majority of studies show that acute ketamine significantly increases striatal dopamine levels [50–53], and elevates VTA dopamine neuron firing [38, 39, 54]. Our results extend these findings to show that sub-chronic ketamine induces a persistent elevation of dopamine synthesis capacity through a mechanism that requires midbrain dopamine neuron firing. These results are in line with the increased striatal dopamine synthesis capacity observed in schizophrenia patients and were acquired using an equivalent PET imaging technique. It should be noted that we investigated dopamine synthesis capacity in the striatum and, although it includes nucleus accumbens, most of the signal is from dorsal regions (caudate and putamen) [34]. Therefore, inferences about the dopamine system elsewhere (e.g. in cortical regions) cannot be made. In addition, we extend prior findings of reductions in PV levels in the hippocampus and prefrontal cortex following acute or sub-chronic ketamine administration [27, 42], to show that ketamine also leads to persistent reductions in PV levels and that activation of PV interneurons can attenuate ketamine-induced increases in striatal dopamine synthesis capacity.

### Proposed mechanism of action of ketamine on dopamine synthesis capacity

Ketamine is a non-competitive NMDAR antagonist that binds with high affinity (Ki = 3.1 µM) to the same binding site as MK801 and PCP [55–57]. PV interneurons are activated upon glutamate binding to NMDAR, and subsequently inhibit the activity of cortical pyramidal neurons [58–60]. Therefore, by blocking NMDARs, ketamine is thought to reduce the activity of PV interneurons and thereby disinhibit cortical pyramidal neurons, including neurons that project to subcortical regions to ultimately disinhibit midbrain dopamine neuron firing [19, 38, 61–63]. In line with this model of the mechanism of action of ketamine on the dopaminergic system, ketamine has been associated with a reduction in PV interneuron function, excessive glutamate release [64–67] and an increase in dopamine neuron firing [38, 39, 54]. In addition, lower GABAergic neural activity leads to a reduction in PV expression [68, 69] and lower PV expression has been correlated with a reduction in coordinated neuronal activity during task performance in rodents [70]. Specifically, PV may modulate GABA transmitter release by acting as an antifacilitation factor [71], where at lower PV concentrations, PV is acting as a buffer and at higher concentrations the free form of PV may become functionally relevant to have an effect on synaptic dynamics [72–74]. Our findings that ketamine’s effects can be reduced by activating PV interneurons and inhibiting midbrain dopamine neurons is consistent with this model. However, it remains possible that ketamine has actions on other neuronal populations that contribute to its effects on striatal dopamine synthesis capacity. Given the evidence of lower PV levels in the frontal cortex and hippocampus in schizophrenia [22–25] and that acute and chronic ketamine administration leads to lower PV levels in the frontal cortex and hippocampus [16, 17, 26–29], we targeted both regions in our chemogenetics experiment. However, a limitation of targeting both regions is that we are not able to distinguish the relative contribution of each region to the effects we observe. Future work targeting each region separately would be useful to determine this. In addition, we investigated the effect of ketamine on PV-positive GABAergic interneurons because this subtype has been specifically implicated in schizophrenia pathophysiology [16, 17]. Notwithstanding this, alterations in other interneurons, particularly somatostatin-positive interneurons, have also been associated with schizophrenia [75]. However, we did not see expression changes in cholecystokinin (*p* > 0.05), nitric oxide synthase 1 (*p* > 0.05) or somatostatin (*p* > 0.05) in our RNA seq data, suggesting that ketamine does not have major effects on these interneurons in the PLc, although we cannot exclude effects in other brain regions. In contrast, our RNA seq data revealed a significant increase in the expression of VIPR2 in the PLc. This extends a previous finding showing this following acute ketamine administration [76], to indicate that VIPR2 expression is also increased after sub-chronic ketamine administration. VIPR2 is expressed in somatostatin-positive interneurons and increases excitability of these interneurons [76]. This finding highlights that other GABAergic interneurons may be affected by sub-chronic ketamine treatment and the need for further work to determine if expression changes in these interneurons, or others that we were not able to measure such as calretinin positive interneurons, contribute to ketamine’s effects on dopamine regulation and behaviour.

Moreover, there is evidence of direct glutamatergic projections from the PLc and other frontal regions to the substantia nigra/VTA that activate dopamine neurons and increase locomotor behaviour in an NMDAR dependent manner [77, 78]. The PLc also projects to the lateral habenula [79, 80], which is another major source of glutamatergic projections to the rostromedial tegmental nucleus [81]. In addition, both the PLc and the vSub activate neurons in the amygdala and related regions including the bed nucleus of stria terminalis, which project to and may activate VTA dopamine neurons [82, 83]. Glutamatergic projections from the vSub to the nucleus accumbens also activate midbrain dopamine neurons in an NMDAR dependent manner through a pathway involving the ventral pallidum [84]. Furthermore, glutamatergic projections from the pedunculopontine tegmentum to the VTA also activate dopamine neurons [85, 86]. Thus, our findings could be mediated by direct projections from the PLc to midbrain dopamine neurons and/or one or more indirect pathways. Whilst this was outside the translational aims of our study, further work is required to test whether pyramidal neuron activity is altered in our ketamine model and to characterise the circuit linking cortical and hippocampal PV interneurons to midbrain dopamine neurons.

Ketamine’s action on receptors other than the NMDAR, could also contribute to the observed effects [87]. Evidence suggests that ketamine’s antidepressant effects could be independent from NMDA receptors expressed in PV interneurons [87] and that deletion of dopamine D_2_ receptors from PV interneurons induces hyperlocomotion [88]. In addition, recent findings indicate that activation of dopamine D_1_ receptors on pyramidal cells in the prefrontal cortex and/or the action of a metabolite of ketamine on α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPA) receptors might contribute to its long-lasting antidepressant effects [89, 90]. However, ketamine’s affinities at other receptors (range of Ki values = 19–131 μm) are considerably lower than its affinity for the NMDAR, and it is not clear if ketamine exhibits significant dopamine receptor occupancy in vivo at behaviourally relevant doses [91, 92]. We suggest that the effects of ketamine in our model likely involve NMDAR blockade, but a contribution from binding to other receptors cannot be excluded.

Ketamine has a short half-life (13 min) in mice [93] and brain levels of its main metabolite (2R, 6R)-hydroxynorketamine (HNK), are not detectable 4 h post administration in mice [90, 94, 95]. Our PET and RNASeq measures were acquired ~48 h following the last ketamine treatment. Thus, it is unlikely that the observed effects are a consequence of direct ketamine or HNK action. Previous studies have shown that ketamine induces a release of BDNF to increase synaptogenesis [95] and elevates MAPK signalling [96, 97]. This could present a potential mechanism by which ketamine contributes to the sustained effects observed in our model.

Interestingly, whilst CNO significantly reduced locomotor activity compared with baseline, it had no effect on dopamine synthesis capacity. It should be noted that locomotor activity was measured shortly after CNO administration whilst dopamine synthesis capacity was measured 2 days following CNO administration. Electrophysiology recordings show that dopamine neurons recover quickly upon washout of CNO from solution [40]. Thus, our findings indicate that CNO does not induce lasting changes in dopamine synthesis capacity, but is able to block the effects of ketamine on dopamine synthesis capacity.

A strength of our study is that it utilised a PET imaging approach that parallels the technique used in human studies [6, 30, 33], supporting the translational relevance of the findings. One consideration for chemogenetic approaches is the cell-type and regional specificity of expression. Injection of viral constructs in wild-type mice revealed no detectable expression (Supplementary Fig. 5), and CNO administration in transgenic mice expressing a control construct had no effect on the ketamine-induced increase in dopamine synthesis capacity and locomotor activity. Limitations include that we did not measure other aspects of dopamine function or investigate other brain regions. Moreover, we did not test whether the effects of SEP-856 are predominately mediated via TAAR1 agonism and its action on dopamine neuron firing, or also driven by the compound’s activities at other receptors [20]. To date SEP-856 has been tested for binding and/or functional activity against multiple panels of known molecular targets (ion channels, G-protein-coupled receptors and enzymes), demonstrating a range of activities at several receptors [20]. While the most notable functional activity is full agonism at TAAR1 (EC50 of 0.14 μM), SEP-856 also exhibits binding and agonist activity at the 5-HT_1A_ receptor (5-HT_1A_R), although with lower potency than for TAAR1 (EC50 of 2.3 μM) [20]. Notwithstanding this, attenuation of PCP induced hyperlocomotion by SEP-856 is partially blocked by a 5HT_1A_R antagonist [20], suggesting that its effects in our ketamine model could be partly mediated by 5HT_1A_R. Following our translational work, future pharmacology studies will help elucidate the molecular and circuit mechanisms by which SEP-856 attenuates the ketamine-induced increase in striatal dopamine synthesis capacity.

### Implications for understanding the pathophysiology of schizophrenia and the antidepressant mode of action of ketamine

PET imaging studies have repeatedly shown elevated dopamine synthesis and release capacity in schizophrenia (e.g. [7, 98] and see review [6]), and suggested that this is linked to the development of psychosis [99, 100] and changes in cortical glutamate levels [101]. Moreover, cortical and hippocampal PV interneuron density and PV protein levels have been shown to be reduced in schizophrenia (see meta-analysis [25] and [102]). Ketamine induces psychotic symptoms in healthy volunteers, and worsens symptoms in patients with schizophrenia [14, 15]. Our findings indicate that ketamine’s effect on dopamine synthesis capacity involves PV-positive interneurons in regions implicated in schizophrenia. These findings suggest that inhibition of midbrain dopamine neurons and/or activation of cortical PV interneurons could represent novel therapeutic strategies for schizophrenia. Furthermore, our finding that SEP-856, a novel TAAR1/5HT_1A_ agonist, reduces sub-chronic ketamine-induced elevation in striatal dopamine synthesis capacity provides a proof-of-concept for pharmacological attenuation of presynaptic dopamine dysfunction. The reduction in PV levels following ketamine in our model was large (Hedge’s *g* = −2.29), which compares to a moderate-large effect size (Hedge’s *g* = −0.61) reduction in PV-positive neuron immunoreactivity reported post-mortem in schizophrenia [102]. Thus, our ketamine model likely induces more marked effects on PV than are typically seen in schizophrenia.

Lastly, our data may also have implications for understanding ketamine’s antidepressant actions and its abuse potential. There is some evidence that major depression is associated with blunted dopaminergic function, including reduced levels of dopamine metabolites post-mortem and reduced dopamine synthesis capacity [103, 104]. Moreover, animal models mimicking the neurochemical changes seen in depression exhibit reduced dopamine neuron population activity [38]. Our findings that sub-chronic ketamine administration elevates striatal dopamine synthesis capacity, which persists for several days post dosing, suggest that this could contribute to ketamine’s antidepressant actions [48]. The majority of pre-clinical studies investigating the antidepressant effects of ketamine used  a 10 mg/kg dose of ketamine, but doses as high as 50 mg/kg have also been used to show antidepressant-like effects [105–110]. In human studies the optimal therapeutic dose for ketamine is debated, with 0.5 mg/kg having dissociative, psychotomimetic and antidepressant effects [111, 112], whilst 0.2 mg/kg is generally considered sub-therapeutic, although one study reported positive therapeutic effects with 0.1 mg/kg [14, 111, 113]. Thus, it would be useful to determine if lower ketamine doses than we used also result in persistent increases in dopamine synthesis capacity. It should also be noted that other mechanisms, such as augmenting ERK1/MAPK signalling and AMPA activity, are also implicated ketamine’s antidepressant actions [114]. In line with this and previous findings, we show that sub-chronic ketamine administration leads to the increase in the expression of genes involved in the pathway downstream of BDNF signalling, such as upregulation of MAPK3 suggesting this could contribute to ketamine’s antidepressant effects [96, 97].

## Conclusion

We demonstrate that sub-chronic ketamine leads to an increase in striatal dopamine synthesis capacity in the mouse, resembling the dopaminergic alteration seen in patients with schizophrenia. Our data suggest that ketamine’s effects on dopamine synthesis capacity are mediated by inhibition of PV interneurons in the cortex and vSub as well as activation of midbrain dopamine neurons, and that these alterations can be attenuated by a TAAR1 agonist with 5-HT_1A_ activity.

## Supplementary information

Supplementary Information

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

# Supplementary material for: Reproducing the dopamine pathophysiology of schizophrenia and approaches to ameliorate it: a translational imaging study with ketamine
**Source:** Mol Psychiatry. 2020 May 7;26(6):2562–76. doi: 10.1038/s41380-020-0740-6
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary information**

**Supplementary methods:**

All experiments were approved by the UK Home Office Animal (Scientific Procedures) Act (ASAP) 1986 and Regulation 7 of the Genetically Modified Organisms (Contained Use) Regulations 2000. All procedures were performed in accordance with the ASPA 1986 and EU directive 2010/63/EU as well as being approved by Imperial College Animal Welfare and Ethical Review Body. Mice were housed in individually ventilated cages and were maintained under a constant 12 h light-dark cycle (lights on at 7:00am) with access to food *ad libitum* (chow diet; RM3 SDS Essex UK Ltd) and water. Mice were group housed 2-5 mice per cage.

**Subjects**

The dopamine transporter *(DAT)::Cre* mice were maintained on C57BL/6 background. The mouse line expressing Cre recombinase under parvalbumin promoter/enhancer elements, referred to us parvalbumin (*PV)::Cre* was obtained from the Jackson Laboratory (008069) and maintained on a C57BL/6 background. C57BL/6 mice were obtained from Charles River Laboratories (Harlow, England).

**Genotyping**

The genotypes of both *DAT::Cre* and *PV::Cre* mice were confirmed by standard PCR amplification-based genotyping. 1µl of genomic DNA was added to 0.2 µM forward and reverse primers (DAT::Cre forward primer CCAGCTCAACATGCTGCACA, DAT::Cre reverse primer GCCACACCAGACACAGAGAT, PV::Cre wildtype forward primer CAGAGCAGGCATGGTGACTA, PV::Cre wildtype reverse primer AGTACCAAGCAGGCAGGAGA, PV::Cre mutant forward AAATGCTTCTGTCCGTTTGC, PV::Cre mutant reverse ATGTTTAGCTGGCCCAAATG) and 14 µl of PCR reagent mixture (Reddymix PCR Master Mix, ThermoScientific, USA). DAT::Cre genotyping reactions were carried out in a 15 µl final volume in a thermocycler (C100, BioRad) under the following PCR machine settings:95°C for 3 min, 5x(95°C for 30sec, 60°C for 30sec, 72°C for 1min), 25x(95 °C for 30 sec, 58°C for 30sec, 72°C for 1min), 72°C for 6 min, and then 12°C for 3min. PV::Cre PCR genotyping was carried out under the following conditions: 94°C for 3 min, 5x(94°C for 30sec, 64°C for 30sec, 72°C for 50sec), 5x(94 °C for 30 sec, 61°C for 30sec, 72°C for 50sec), 30x(94 °C for 30 sec, 56°C for 30sec, 72°C for 50sec), 72°C for 5 min, and then 12°C for 3min. All PCR products were separated by gel electrophoresis on a 3% agarose gel prepared with Tris acetate EDTA (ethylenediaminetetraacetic acid) (TAE) buffer (40mM Tris acetate pH 8.3, 1mM EDTA) and 0.02% ethidium bromide and were subsequently imaged by illumination with ultraviolet light.

**Experimental Design**

A *priori* power calculations were based on calculated or reported effect sizes in the literature and guided the choice of sample size for each experiment in order to maximise the likelihood of meaningful results and to simultaneously reduce the number of mice used in accordance with the refinement principle of the 3Rs (replacement, reduction, refinement) in pre-clinical research (https://www.nc3rs.org.uk/the-3rs). Mice were randomized to experimental treatment groups using the online random number generator (https://www.random.org/) and researchers performing the experiments were blinded to analysis and/or treatment unless otherwise stated.

**Drug injections**

Ketamine hydrochloride solid (Sigma Aldrich) was dissolved in 0.9% saline solution in 6mg/ml, injected at a volume of 5ml/kg body weight, thus administered at a dose of 30mg/kg (Figure 1). Entacapone solid (40mg/kg) (Sigma Aldrich) was dissolved in 10% dimethyl sulfoxide (DMSO) and 0.9% saline. Benserazide hydrochloride solid (10mg/kg) (Sigma Aldrich) was dissolved in de-ionised water. 25mg/ml Clozapine-N oxide stock solution was prepared by dissolving 1g of CNO (Key Organics) in 1ml of DMSO and 39ml of phosphate buffered saline (PBS’A’), at pH 7.2. CNO was further diluted in PBS ‘A’ to 0.02mg/ml. Clozapine-N-oxide was injected in *DAT::Cre* mice at a dose of 0.1mg/kg and in *PV::Cre* mice at a dose of 0.5mg/kg. For the stereotaxic surgery buprivacaine (2.5mg/ml) was applied subcutaneously at the sterilized incision site as an analgesic, while intraperitoneal carprofen injection (2.5mg/kg) was administered both during surgery and post-surgery in drinking water at a dose of 0.0272mg/ml from 50mg/ml stock for 2-4 days as an analgesic. SEP-0363856 (SEP856) was dissolved in 50mM Acetate buffer pH5.5 and administered at 3mg/kg and a volume of 2ml/kg in C57BL/6 mice. All drugs were i.p injected.

**PET analysis**

Emission data were histogrammed in 43 frames of increasing duration over the 120-min dynamic PET scan (frame intervals: 10 x 3s, 6 x 5s, 8 x 30s, 5 x 60s, 6 x 300s, 8 x 600s) and were then reconstructed into 3D images using a filtered back projection algorithm, correcting for CT attenuation, random, scatter and radiotracer decay.

**PET scanning region of interest definition**

PET images were analysed using the Inveon Research Workplace (IRW) software. For each scan, three regions of interest (ROIs) were drawn manually on summation radioactivity images at the level of the striatum (right and left) and cerebellum to extract time activity curves (TACs) (Supplementary figure 7) (Frame ranges that were summed= 2.5min-120min). Each ROI had ellipsoid shape (1, 2).

***K_i_ ^mod^* calculation**

Striatal dopamine synthesis capacity indexed by the rate of [^18^F]FDOPA uptake was calculated relative to the cerebellum [*K_i_ ^mod^* (min^-1^)]. To derive *K_i_ ^mod^* (min^-1^) extended Patlak graphical analysis was used. The Patlak method was adapted for reference tissue input function in place of the blood activity and accounting for loss of radiolabelled metabolites from trapped compartment by evaluating *k*_loss_ (min^-1^) according to Walker et al., 2013 (Equation 1), with the equilibrium time set to 20min (1-4).

Equation 1:

$$\frac{C_{Tissue}\left( t \right)}{C_{Reference} \left( t \right)}={K_{i}}^{mod}\theta\left( t \right)+V$$

With

$\theta\left( t \right)= \frac{\int_{0}^{t} C_{reference}\left( t^{'} \right)\exp\left( -k_{loss}\left( t-t^{'} \right) \right)dt'}{C_{reference}(t)}$

**Chemogenetics model**

Mice were anaesthetized with isoflurane and placed into a stereotaxic frame (David Kopf Instruments, Tujunga, CA, USA). Bilateral injections with 500 nL of Adeno-associated virus (AAV) construct carrying the hM4Di-mCherry or the hM3Dq-mCherry designer receptors exclusively activated by designer drugs (DREADD) receptors were administered at 150 nL/min using a Hamilton microinjection syringe.

**Virus construct and packaging**

Viruses used in this study were the AAV1-Ef1a-DIO-hM4Di-mCherry and the AAV1-Ef1a-DIO-hM3Dq and were generated as previously (5). The virus titres below 1.2x10^13^ genome copies (GC) ml-1 were used directly whilst the titres above this were diluted to 10^12^ genome copies (GC) ml-1 in sterile PBS A, with 5% glycerol (pH 7.2).

**Histology**

Mice were culled by cervical dislocation and brains were rapidly removed. Brains were post-fixed in 4% paraformaldehyde (PFA) overnight and then cryo-protected in 30% sucrose solution. Following sinking in sucrose, brains were rapidly frozen in isopentane (2-methylbutane) and stored in -80°C. Coronal sections of 70µm for VTA/SNc slices or 50µm for hippocampal/pre-limbic cortex slices were taken on a cryostat (Leica Biosystems).

**Immunohistochemistry (IHC)**

Standard IHC was used to label dopamine neurons or parvalbumin neurons and reporter expression was confirmed using confocal microscopy under the Leica SP confocal microscope (Leica Microsystems, UK). Day 1: Briefly coronal sections were washed four times (5min) in phosphate-buffered saline (PBS) on a shaker plate. Sections were subsequently blocked by incubating in PBS containing 0.2% Triton X-100 (0.2% PBS-TX) and 6% normal donkey serum (NDS) for 45 min at room temperature on a shaker plate. Sections were then incubated with primary antibody solution (2% NDS in 0.2% PBS-Triton X) (For tyrosine hydroxylase (TH): chicken anti-tyrosine hydroxylase antibody (1:1000, ABCAM ab76442, Cambridge, UK) and for parvalbumin (PV): rabbit anti-parvalbumin antibody (1:1000, Abcam ab11427) overnight at 4 °C on a shaker plate. Day 2: Following four (5min) washes in 0.2% PBS-Triton X, sections were incubated with secondary antibody solution (2% NDS in 0.2% PBS-Triton X) (for TH: Alexa Fluor 488-conjugated goat anti-chicken secondary antibody (1:1000, Life technologies; for PV: Alexa Fluor 488-conjugated goat anti-rabbit (1:1000), Invitrogen A11008) for 2 hours in the dark at room temperature on shaker plate. Subsequently sections were washed three times (5min) in 0.2% PBS-Triton X and twice (5min) in PBS. Sections were mounted in Vectorshield Mounting Medium (Vector Laboratories).

**Confocal microscopy and Image analysis**

Images were taken at a scan format of 512x512. Confocal settings including the number of z-stacks and the z-step size were kept constant. Slices were evaluated for fluorescence under settings for 568, 488 and 400nm emissions. Each cortical slice was imaged across the PLc region between bregma +1.3 and +2.0 (three images per slice). Each hippocampal slice was imaged across the vSub between bregmas -3.40 and -3.64. Six slices per each of the two sub-regions of interest were analysed per subject. For each slice a z-stack of 8 images was obtained (corresponding to 1.4 µm on the z-axis). All PV neurons in the images were analysed for PV and DAPI content. The median fluorescence/cell was averaged across all imaged slices of the subject and the mean fluorescence intensity/cell/subject was then expressed as percent of control conditions as previously reported (6).

**In vitro electrophysiology**

Patch-clamp recordings in brain slices were carried out as described previously (5). Briefly, *PV::Cre* mice were stereotaxically injected with hM3Dq and two weeks later brains were rapidly transferred to an ice-cold artificial solution including 2.5 mM KCl, 1.25 mM NaH_2_PO_4_,28mM NaHCO_3_, 0.5 mM CaCl_2_, 7 mM MgCl_2_, 7 mM D-glucose, and 235 mM sucrose and they were equilibrated with 95% O_2_, 5% CO_2_ (pH 7.4). 350µm coronal brain slices were prepared using a Vibratome Series 1000. Ventral hippocampal slices were maintained at room temperature in an external solution containing 125 mM NaCl, 2.5 mM KCl, 1.25 mM NaH_2_P_4_, 25 mM NaHCO_3_,2 mM CaCl_2_, 1 mM MgCl_2_, 10 mM D-glucose, 15 mM D-mannitol, equilibrated with 95% O_2_, 5% CO_2_ (pH 7.4). PV neurons were visualized using epifluorescence using an upright Slicescope (Scientifica) microscope equipped with X40 objective. Changes in membrane potential were recorded. Application of CNO was performed through the bath perfusion system at the concentration indicated.

**Supplementary Figures:**

**Supplementary Figure 1: Sub-chronic ketamine administration induces locomotor hyperactivity and sensitization as measured using the open field test.** (a) Timeline and experimental design. Mice received either saline (*n*=14) or ketamine (*n*=14) once daily for five consecutive days and all mice received ketamine on day 7. (b-d) Distance travelled (m) in 5 min bins on days 1, 5 and 7. (e) Total distance travelled (m) in 30min post drug administration expressed as a percentage of saline. Saline (*n*=14) and Ketamine (*n=14*). Sub-chronic ketamine induced locomotor sensitization. (f) Representative trajectories from saline- and ketamine-treated mice on days 1, 5 and 7. Data represent mean ± S.E.M. ****P<0.001, *P<0.05*

**Supplementary Figure 2: Inhibition of midbrain dopamine neuron activity prevents the sub-chronic ketamine-induced effects on locomotor sensitization.** (a) Timeline and experimental design. Mice received CNO or saline 30min prior to ketamine or saline administration for 5 days and locomotor activity was measured in the open field test. (b+c) Distance travelled (m) in 5 min bins on days 1 and 5. (d) Representative trajectories of mice from each of the four experimental groups (Sal/Sal, CNO/Sal, Sal/Ket, CNO/Ket) on day 5. Data represent mean ± SEM. Sal/Sal *n*= 10, CNO/Sal *n*= 9, Sal/Ket *n* = 18, CNO/Ket *n*= 19

**Supplementary Figure 3: Parvalbumin (PV) interneuron activation reduces the effects of sub-chronic ketamine on locomotor activity.** (a) Timeline and experimental design. Mice received CNO or saline 30min prior to ketamine or saline administration for 5 days and locomotor activity was measured. (b+c) Distance travelled (m) in 5 min bins on days 1 and 5. (d) Representative trajectories of mice from each of the four experimental groups on day 5. Data represent mean ± SEM. Sal/Sal *n= 7*, CNO/Sal *n= 9*, Sal/Ket *n= 16*, CNO/Ket *n= 16*

**Supplementary Figure 4: *In vivo* CNO administration does not prevent the effects of ketamine on striatal dopamine synthesis capacity and locomotor sensitization**. (a+b) Distance travelled (m) in 5 min bins on days 1 and 5. (c) Total distance travelled (m) in 30min post drug administration. Sub-chronic ketamine treatment induced locomotor sensitization in both groups (*n=6* per group). (d) Striatal dopamine synthesis capacity (*K*_i_ *^mod^* /minute), in Sal/Ket and CNO/Ket groups in *DAT::Cre* mice that had received control virus injections. ns- not significant. Data represent mean ± SEM.

**Supplementary Figure 5:** No expression of mCherry in PV or TH immunolabelled neurons in wild type mice two weeks following stereotaxic surgery of (a) hM3Dq, scale bar=50µm or (b) hM4Di, scale bar=50µm constructs.

**Supplementary Figure 6:** Time activity curves show mean striatal and cerebellar [18F]-FDOPA radioactivity signal during the 2hour PET scan duration. The radioactivity is presented as standardized uptake values (SUVs), corrected for mouse body weight, injected dose and time of injection of the radiotracer. (a) C57BL/6 wild type PET experiment, (b) *DAT:Cre* PET experiment, (c) *PV:Cre* PET experiment.

**Supplementary Figure 7:** Representative images showing the delineation of the striatal and cerebellar regions of interest. The image depicts higher striatal [^18^F]-DOPA uptake.

**Supplementary Table 1:** Summary of scan characteristics and scan parameters for the C57BL/6 PET experiment. Abbreviations: ^a^ Independent-samples t-tests, ns - non significant, ****P<0.001*

| Sample characteristic and scan parameters | Ketamine treated [mean(SEM)] | Controls  [mean(SEM)] | Group comparisons  *t_df_* p^a^ |
| --- | --- | --- | --- |
| Weight (g) | 24.2 ± 0.93 | 24.8 ± 0.37 | t_14_=.68, *P=0.51*, ns |
| Injected dose (MBq) | 3.49 ± 0.72 | 4.45 ± 1.05 | t_14_=.76, *P=0.46*, ns |
| Specific activity (MBq/µmol) | 0.06 ± 0.02 | 0.06 ± 0.01 | t_10_=-0.06, *P=0.95*, ns |
| *K_i_*^mod^ (min^-1^) | 0.044 ± 0.005 | 0.015 ± 0.002 | t_13_= 4.74, ****P<0.001* |
| *K_i_*^Cer^ (min^-1^) | 0.011 ± 0.001 | 0.010 ± 0.001 | t_14_= 0.66, *P=0.52* |
| *k* _loss_ (min^-1^) | 0.043 ± 0.009 | 0.020 ± 0.007 | t_14_= 0.33, *P=0.75* |

**Supplementary Table 2:** Summary of scan characteristics and scan parameters for the *DAT::Cre* PET experiment. ***P<0.01, *P<0.05*

| **Parameter** | **Dopamine neuron firing manipulation**  **CNO vs Saline** | | **Ketamine vs Saline treatment** | | **Interaction between dopamine neuron firing manipulation and ketamine vs saline treatment** | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **F** | **p** | **F** | **p** | **F** | **p** |
| *K*_i_^mod^ (min^-1^) | F_1,44_=10.82 | 0.002** | F_1,44_=3.012 | 0.08 | F_1,44_= 12.51 | 0.001** |
| *K*_i_^cer^ (min^-1^) | F_1,46_=0.26 | 0.61 | F_1,46_=1.84 | 0.18 | F_1,46_=10.84 | 0.002** |
| k_loss_ (min^-1^) | F_1,46_=5.27 | 0.03* | F_1,46_=4.29 | 0.04* | F_1,46_=3.45 | 0.07 |
| Weight (g) | F_1,46_=0.40 | 0.53 | F_1,46_=1.10 | 0.30 | F_1,46_=0.21 | 0.65 |
| Injected dose (MBq) | F_1,46_=0.32 | 0.57 | F_1,46_=4.93 | 0.03* | F_1,46_=0.11 | 0.74 |
| Specific Activity (MBq/µmol) | F_1,46_=0.35 | 0.56 | F_1,46_=11.9 | 0.001** | F_1,46_=1.81 | 0.19 |

**Supplementary Table 3:** Summary of scan characteristics and scan parameters for the *PV::Cre* PET experiment. Abbreviations: ^a^ Independent-samples t-tests, ns - non significant, ***P<0.01*

| Sample characteristic and scan parameters | Sal/Ket (n=11)  [mean(SEM)] | CNO/Ket (n=10)  [mean(SEM)] | Group comparisons  *t_df_* p^a^ |
| --- | --- | --- | --- |
| Weight (g) | 27.74 ±0.76 | 28.44±0.48 | t_19_=0.77, *P=0.45*, ns |
| Injected dose (MBq) | 4.62 ±0.68 | 4.18±0.38 | t_19_=0.54*, P=0.59*, ns |
| Specific activity (MBq/µmol) | 0.02 ± 0.002 | 0.02 ± 0.002 | t_14_=0.5 *, P=0.51*, ns |
| *K_i_*^mod^ (min^-1^) | 0.033 ± 0.003 | 0.023 ± 0.002 | t_19_=3.51, ***P<0.01* |
| *K_i_*^Cer^ (min^-1^) | 0.011 ± 0.0005 | 0.011 ± 0.0003 | t_19_=0.90, *P=0.38*, ns |
| *k* _loss_ (min^-1^) | 0.027 ± 0.002 | 0.017 ± 0.002 | t_19_=3.65, ***P<0.01* |

**References**

1. Walker MD, Dinelle K, Kornelsen R, Lee A, Farrer MJ, Stoessl AJ, et al. Measuring dopaminergic function in the 6-OHDA-lesioned rat: a comparison of PET and microdialysis. EJNMMI research. 2013;3(1):69.

2. Bonsall DR, Kokkinou M, Veronese M, Coello C, Wells LA, Howes OD. Single cocaine exposure does not alter striatal presynaptic dopamine function in mice: an [18 F]-FDOPA PET study. Journal of neurochemistry. 2017.

3. Holden JE, Doudet D, Endres CJ, Chan GL, Morrison KS, Vingerhoets FJ, et al. Graphical analysis of 6-fluoro-L-dopa trapping: effect of inhibition of catechol-O-methyltransferase. Journal of nuclear medicine : official publication, Society of Nuclear Medicine. 1997;38(10):1568-74.

4. Patlak CS, Blasberg RG. Graphical evaluation of blood-to-brain transfer constants from multiple-time uptake data. Generalizations. Journal of cerebral blood flow and metabolism : official journal of the International Society of Cerebral Blood Flow and Metabolism. 1985;5(4):584-90.

5. Viskaitis P, Irvine EE, Smith MA, Choudhury AI, Alvarez-Curto E, Glegola JA, et al. Modulation of SF1 Neuron Activity Coordinately Regulates Both Feeding Behavior and Associated Emotional States. Cell reports. 2017;21(12):3559-72.

6. Behrens MM, Ali SS, Dao DN, Lucero J, Shekhtman G, Quick KL, et al. Ketamine-induced loss of phenotype of fast-spiking interneurons is mediated by NADPH-oxidase. Science. 2007;318(5856):1645-7.

How the deposited data were processed for this re-analysis (not part of the article)

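RNA from the PLc of 3 saline mice and 3 ketamine mice was sequenced, with a library for each mouse. Ketamine was given at 30 mg/kg for 5 days and tissue was taken 2 days later. Condition and mouse number were taken from the sample labels, and the regime from the paper's methods. The columns of the deposited table carry the mouse number and an abbreviation for prefrontal cortex, and each was matched to the sample with the same number. Mouse numbers differ between the groups, so no pairing was used.

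The authors aligned paired-end reads to mm9 with Tophat, counted them per gene with HTSeq and analysed them with DESeq2. The deposited values are a signal per gene, namely counts that the authors divided by a size factor for each library and rounded to 2 decimals. The annotation, the strand setting and any filter are not named in the paper's text, so genes that overlap on opposite strands may share reads. All 6 columns were used. In each library, 100.0% of values were whole multiples of a single step, so the reads before division were recovered. They came to between 26273436 and 32643726 reads per library, with a median of 31056058 in saline mice and 30723802 in ketamine mice. The depth of a gene named in the text is given by its normalized counts, which differ from its reads by a factor between 0.911 and 1.10.

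Gene coordinates are those of GENCODE M1 on mm9, in which 37205 of the 37620 identifiers were found. Symbols came from the deposited table for 20515 genes, and 16730 more were filled from a table of gene names. Gene lists were matched on the symbol, then on older symbols.

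Log2(normalized count + 1) was compared between ketamine and saline with limma 3.58.1 in R 4.3.3, with a trend in the prior variance, in the 16127 genes with a mean of at least 10 normalized counts over the 6 mice. The p-values are two-sided and adjusted by the method of Benjamini and Hochberg, with a threshold of 0.05. A value for a single gene or score was also compared with an exact permutation test, whose smallest p is 0.1 with 3 mice against 3. Gene lists were compared with limma's camera test at an inter-gene correlation of 0.01, and their medians were placed among those of 10000 random lists matched on mean expression in 30 bins. A list's score in a mouse is the mean of its log2 values, relative to the mean of the saline mice. Random lists and the camera test at this correlation treat genes as nearly independent, whereas genes of a list varied together between mice.

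The count of genes called, the 7 genes of the paper and the calcium, cAMP-mediated signalling and striatal lists were recomputed with pseudocounts of 0.1 and 5, without the filter, with a filter of 100 normalized counts, with size factors recomputed, with upper-quartile scaling, without the trend, with edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, and with each mouse left out in turn. For lists, the inter-gene correlation was also estimated, and striatal markers were also removed from the signalling lists. These alternatives were set before the data were examined. A DESeq2 fit over all genes with a read was added after seeing the data, and so were the same alternatives for Bdnf, Calb2 and 12 other lists. The tests were checked on simulated reads, drawn independently for each gene. With 200 of 16127 genes changed 4-fold, limma recovered 182 with 12 false calls, edgeR 183 with 11 and DESeq2 192 with 53.

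The genes named are those the paper names, with Bdnf and Calb2, the 3 members of each reported list with the smallest p, and Drd1 and Drd2. The rule also asked for the genes with the largest changes among those called, but limma called 0. Any other gene is marked where it is named. The pathway software's gene sets and upstream regulator networks were not used here, and immunofluorescence, imaging, electrophysiology and behaviour were not analysed here.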

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

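The lists of striatal markers and of thalamic and olfactory markers were written before the data were examined. The list of olfactory bulb markers, and the tests that use it, were chosen after the first 40 genes of the table had been seen, from genes not among them.

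The paper analyses PLc tissue and does not report on genes typical of the striatum. Over 33 tested striatal markers, the median log2 fold change was 1.36, with 30 genes higher and 3 lower in ketamine, and it stood at percentile 100 of 10000 random lists matched on expression. The score rose in ketamine mice 3 and 5, to 2.69 and 1.85, while ketamine mouse 9 stood at -0.09, as low as the saline mice. In mouse 9 some markers were nonetheless raised, and 8 of the 33 were above every saline mouse in all 3 ketamine mice. Those with the smallest p were among them, namely Penk (3377 normalized counts in mouse 9 against at most 1359 in a saline mouse), Dlx6 (574 against 173) and Syndig1l (343 against 194). The exact permutation p of the score was therefore 0.4. The deviations of these genes within the groups moved together, with a mean pairwise correlation of 0.747, at percentile 100 of random lists. Among the 10 splits of the 6 samples, 3 gave a median at least as far from 0. A candidate explanation is that the tissue of mice 3 and 5 contained some striatum, a neighbouring region. The percentiles (100 in each test) are weak evidence for it, because genes that vary together easily stand apart from random lists, and the correlation restates that the score differs between mouse 9 and the other ketamine mice. With the inter-gene correlation estimated from the data, the camera p of the list was 0.132, beside the exact permutation p of 0.4. Of the 138 genes that DESeq2 called higher outside the list, 42% varied with the striatal score within the groups, against 49.5% of all other genes. Since 181 of the 182 called genes did not overlap between the groups, nearly every gene called higher is above all saline mice in mouse 9 too, by a large or a small margin. The score is low in mouse 9, so the share of 42% does not show whether striatal RNA enters the calls. Within the list, DESeq2 called 7 of the 33 striatal markers higher. An effect of ketamine on these genes in some mice only cannot be told apart from the dissection.

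Thalamic and olfactory markers, 10 genes, had a median log2 fold change of 0.45, at percentile 99.94 of random lists. With a mouse left out, this median ranged from 0.019 to 1.29, so its size depended on single mice. The genes with the smallest p were those of the olfactory bulb, among them Eomes and Tbx21. In a separate list of 8 olfactory bulb markers, 3 of them shared with that list, the median log2 fold change was 2.40, with all 8 genes higher, at percentile 100. It ranged from 1.58 to 3.66 with a mouse left out, and was 1.74 with DESeq2 and 3.25 with a pseudocount of 0.1. The scores were 2.44, 1.16 and 3.47 in ketamine mice 3, 5 and 9, and -0.77, -0.65 and 1.42 in saline mice 1, 6 and 10 (exact permutation p = 0.2). Tbx21 had between 1.92 and 3.86 normalized counts in saline mice and 47.0, 26.3 and 362 in ketamine mice 3, 5 and 9. Saline mouse 10 owed its score to other members, since its Tbx21 count, 3.29, was within the range of the other saline mice. The values are consistent with some olfactory bulb RNA in the ketamine samples (percentile 100). Of the 142 genes that DESeq2 called higher outside the olfactory lists, 69% varied with the olfactory bulb score within the groups, against 49.4% of other genes. This share too is limited by the choice of genes, nearly all of them above every saline mouse in every ketamine mouse, and decides nothing. Calb2, the gene of calretinin, whose interneurons the paper's discussion names as not measured, had 1860, 945 and 7274 normalized counts in ketamine mice 3, 5 and 9, and at most 646 in a saline mouse (log2 fold change 2.39, adjusted p = 0.587 by limma). The design gives ketamine as the biological explanation, and it cannot be told apart from a difference in the tissue taken.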

How the results depend on the processing

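The count of genes and the 7 genes were recomputed under 16 settings, the striatal list under 17 and the calcium and cAMP-mediated signalling lists under 18. One of these settings, DESeq2 over all genes with a read, was chosen after seeing the data, and the others were set before the data were examined.

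Of the gene count, the 7 genes and the lists named above, DESeq2 moved the most results. On the recovered reads of the tested genes it called 182 genes, where limma and edgeR called 0, with 937 and 1007 genes at an unadjusted p under 0.05. It also brought Pvalb (log2 fold change -1.304, adjusted p = 0.0321), Rasgrp2 (1.577, 0.000704) and Vipr2 (3.129, 4.15e-05) past the threshold. Over all genes with a read it called 188 genes, 175 of them shared with the first fit, and gave -1.305 for Pvalb, 1.576 for Rasgrp2 and 3.129 for Vipr2. Under the 8 settings other than DESeq2 that kept all 6 mice, the adjusted p lay between 0.502 and 0.652 for Pvalb, 0.274 and 0.427 for Rasgrp2, and 0.247 and 0.427 for Vipr2. With a mouse left out, it lay between 0.259 and 1 for Pvalb, 0.106 and 1 for Rasgrp2, and 0.14 and 1 for Vipr2. In simulated reads DESeq2 recovered more of the 200 genes changed 2-fold than limma, 59.5% against 18%, and made more false calls, 57 against 4. The cause of the difference on the real reads was not tested.

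Mapk3, Cck, Nos1 and Sst kept their direction and stayed above the threshold under all 16 settings applied to them. Pvalb, Rasgrp2 and Vipr2 kept their direction under the same 16.

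With one mouse left out, limma called from 0 to 1 genes across the 6 fits. The called gene was Trh without ketamine mouse 5 (adjusted p = 0.0172) and Cdhr1 without ketamine mouse 9 (adjusted p = 0.0316). Both were named after their values were seen. The median of calcium signalling genes ranged from -0.20 to -0.021, with p from 0.000257 to 0.821, and that of cAMP-mediated signalling genes from -0.13 to 0.0587, so the latter changed sign. It was above 0 without saline mouse 1 and without ketamine mouse 9, with a camera p of 0.00793 in the latter fit, against at most 0.559 over the 6 fits. The medians of both lists thus depended on single mice.

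With the inter-gene correlation estimated from the data, calcium signalling genes (median -0.1166, p = 0.488) and striatal markers (1.361, p = 0.132) no longer passed the threshold. Genes of the striatal list varied together within the groups with a mean correlation of 0.747, far above the preset 0.01. Without its striatal markers, the list of cAMP-mediated signalling held 133 genes in place of 141, with a median of -0.05 and a camera p of 0.57. The calcium signalling list held no striatal marker, so this alternative could not move it.

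Bdnf, Calb2 and 12 other lists were recomputed in the same way, an addition made after seeing the data. Of the 236 values, 198 kept their direction and side of the threshold, 11 lost significance, 14 gained it and 13 changed sign. The changes of sign were in 5 of these lists. With the filter of 100 normalized counts, the median of SST interneuron markers was -0.0577 and that of layer 4 markers -0.1623. The layer 4 median was also below 0 with edgeR (-0.0188), DESeq2 (-0.0288) and DESeq2 over all genes (-0.0301). With a mouse left out, medians ranged from -0.0903 to 0.46 for SST interneuron markers, from -0.51 to 0.0268 for upper-layer markers, from -0.0782 to 0.0785 for layer 4 markers, from -0.0148 to 0.26 for deep-layer markers and from -0.14 to 0.037 for BDNF and MAPK signalling genes. The other PV interneuron markers, with a camera p of 0.0503 and an exact permutation p of 0.5, passed the threshold under 7 of 17 settings, with p from 0.00334 to 0.903. With the inter-gene correlation estimated, none of the dopamine system, VIP and CCK interneuron, thalamic and olfactory, cortical excitatory and olfactory bulb lists passed it. GABAergic genes as a whole passed it under all 17.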

Differences from the paper's values

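The log2 fold changes shown in the paper's Fig. 3b, read by eye, are about -1.3 for Pvalb, about 1.6 for Rasgrp2 and about 0.37 for Mapk3. The values by limma, -1.20, 1.51 and 0.36, were within their standard errors of these.

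The paper reports significant increases of Mapk3, Rasgrp2 and Vipr2 and lower expression of Pvalb, with an adjusted p of at most 0.05 as its criterion. By limma none of the 4 genes passed it, with adjusted p-values of 0.865 for Mapk3, 0.356 for Rasgrp2, 0.311 for Vipr2 and 0.579 for Pvalb. With DESeq2 on the recovered reads, set before the data were examined, Rasgrp2 (0.000704), Vipr2 (4.15e-05) and Pvalb (0.0321) passed. They also passed in the DESeq2 fit over all genes with a read, chosen after seeing the data (0.000651, 1.85e-05 and 0.0301). Mapk3 passed in neither, with 0.666 and 0.794, nor in any other setting, where its lowest adjusted p was 0.514. The unadjusted p of Mapk3 was 0.0386 and 0.0461 in the DESeq2 fits.

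The paper reports activated calcium and cAMP-mediated signalling. In the lists used here the medians were -0.12 and -0.04, and the gene sets of the pathway software were not used. A median over every gene of a list is also a different measure from pathway activity, so their signs alone do not conflict. Among genes called by DESeq2, 7 cAMP-mediated signalling genes were higher and 0 lower. For calcium signalling, 2 called genes were higher and 3 lower. The median of cAMP-mediated signalling genes was above 0 in 2 fits that left out a mouse, reaching 0.06, and that of calcium signalling genes was below 0 under all 18 settings applied to it.

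For Cck, Nos1 and Sst, which the paper reports as unchanged, no setting gave an adjusted p under 0.05. Without ketamine mouse 9, the unadjusted p by limma fell under 0.05 for Nos1 (0.000298, adjusted 0.113, log2 fold change 0.82) and for Cck (0.0272, adjusted 0.434, log2 fold change -1.05). Without ketamine mouse 3, the unadjusted p by limma was 0.561 for Nos1 and 0.543 for Cck, with log2 fold changes of 0.20 and -0.18. For Sst the unadjusted p stayed above 0.05 under every setting.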

Other observations

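The lists of cortical excitatory and olfactory bulb genes were written after the first genes of the table had been seen. The test of Pvalb relative to cortical excitatory genes, the test of library size and the tests of olfactory bulb genes were chosen after the results they bear on were seen.

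The number of genes called was set against the other splits of the 6 samples into 3 and 3. By limma and by edgeR all 10 of the 10 splits gave at least the 0 genes of the real split, and 4 of 10 gave as many as its 937 genes at an unadjusted p under 0.05. With DESeq2, 3 of the 10 splits gave at least 182 genes, the real split included. The other two were saline mice 1 and 6 with ketamine mouse 5 against the rest, with 696 genes, and saline mice 1 and 6 with ketamine mouse 9 against the rest, with 364. No batch that would explain these splits is named in the labels or the paper. The split with 696 genes followed some scores of the tissue sampled. Its saline mice 1 and 6 and ketamine mouse 5 had oligodendrocyte scores of -0.753, -1.045 and 0.009. Saline mouse 10 and ketamine mice 3 and 9 had 1.798, 0.654 and 0.146. Choroid plexus scores also separated these sides, at most -0.109 against at least 0.638. Striatal scores did not, with 1.851 in ketamine mouse 5 and 0.028 in saline mouse 10. Whether tissue gave these calls was not tested. For calcium signalling genes 5 of the 10 splits, and for cAMP-mediated signalling genes 6 of the 10, gave a median at least as far from 0. Every split reaches a count of 0, so the comparison says nothing about the limma and edgeR counts, and with 10 splits no share can fall under 0.1, whatever the data. Of the 16127 tested genes, 10.3% did not overlap between the groups, where chance gives 10%.

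Library size, gene length and GC content were weighed as technical explanations of the fold changes. The read totals overlapped between the groups (exact permutation p = 0.9). Across genes, Spearman's rho of the log2 fold change was -0.0956 with exon length and 0.0077 with transcript GC, the former just within the 0.1 set as the limit and the latter well within it. Genes are not independent replicates.

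The fall of Pvalb was compared with other genes. The other markers of PV interneurons had a median log2 fold change of -0.17, at percentile 3.21 of matched random lists, just inside the range set for chance, so a loss of PV interneuron RNA as a whole was not shown, though the camera test of this list passed its threshold under 7 of 17 settings. Genes of GABAergic neurons as a whole rose rather than fell, with a median of 0.87 at percentile 100. This list includes Dlx1, Dlx2 and Dlx5, which had its smallest p-values. Each was highest in ketamine mouse 9, as was the olfactory bulb score. The list thus cannot tell a change in cortical interneurons from a difference in the tissue sampled. Cortical excitatory genes had a median log2 fold change of -0.7709, with all 7 genes lower and their score lower in every ketamine mouse than in every saline mouse (exact permutation p = 0.1). The median is nearer to 0 than the log2 fold change of Pvalb, -1.20, but Neurod6, a gene of this list, had a log2 fold change of -1.35. With a mouse left out, the median ranged from -0.98 to -0.46, and the log2 fold change of Pvalb from -1.47 to -0.80. Once the score of cortical excitatory genes was subtracted in each mouse, the log2 fold change of Pvalb was -0.41 and the groups overlapped (exact permutation p = 0.7). Of the lists of cortical layers, upper-layer markers stood at percentile 5.25 and deep-layer markers at 95.3, both inside the range of random lists. Without saline mouse 10, however, upper-layer markers had a median of -0.51, with camera p-values from 0.00572 to 0.949 over the 6 fits that each left out a mouse (exact permutation p 0.6 with all mice). Deep-layer markers went the other way, passing the threshold of the camera test upward under 4 of 17 settings, with p = 0.0194 for DESeq2 (exact permutation p 0.2 with all mice). For these reasons the lists of layers do not settle the question. Whether Pvalb fell more than cortical RNA in general thus cannot be told from these 6 mice.

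Other lists were placed among random lists to look for differences in the tissue sampled. Oligodendrocyte markers (percentile 100), astrocyte markers (99.82), choroid plexus markers (98.74), thalamic and olfactory markers (99.94) and immediate-early genes (100) lay above the central 95%, and microglia (33) and endothelial and blood markers (93.91) lay inside it. Percentiles among random lists are easily extreme for genes that vary together. The 15 oligodendrocyte markers had a mean correlation of 0.985 within the groups, and their score was highest in saline mouse 10, at 1.80, and lowest in saline mouse 6, at -1.05, with an exact permutation p of 0.9. Their difference between the groups is thus far smaller than their spread within the saline mice. Its direction also depended on the test for Mobp, Trf and Mbp, the markers of this list with the smallest p by limma. Their log2 fold changes were 0.51, 0.44 and 0.40 by limma, and -0.36, -0.29 and -0.31 by DESeq2. For immediate-early genes the exact permutation p was 0.4. The scores are consistent with tissue samples that differed in white matter and neighbouring regions from mouse to mouse, within the saline group as well (oligodendrocyte percentile 100, score from -1.05 to 1.80). A hypothesis that these data leave open is that such differences, rather than ketamine alone, enter the fold changes of genes like Rasgrp2 and Vipr2. In ketamine mouse 9, whose striatal score was no higher than in saline mice, Rasgrp2 still had 751 normalized counts against at most 529 in a saline mouse, and the striatal list as a whole gives no account of its rise in that mouse.

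The genes in the deposited table appear to follow an order of significance. Across 24481 genes the row number had a Spearman's rho of 0.650 with the p of the DESeq2 fit over all genes, and 116 of its 188 called genes were among the first 188 rows. Of the 145 genes that DESeq2 called higher on the tested genes, 65 had their highest value in ketamine mouse 3, 10 in mouse 5 and 70 in mouse 9.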
